# Ahnak is required to balance calcium ion homeostasis and smooth muscle development in the urinary system

**DOI:** 10.1186/s13578-023-01055-x

**Published:** 2023-06-12

**Authors:** Jong-Min Lee, Tae-Yang Lim, Sang-Bin Oh, Seung-Jun Lee, Yun Soo Bae, Han-Sung Jung

**Keywords:** Ahnak, Kidney, Cellular calcium ion homeostasis, Hydronephrosis, Ureter, Muscle development, Hydroureter

## Abstract

**Background:**

Various renal abnormalities, including hydronephrosis, polycystic kidney disease, and hydroureter, have been reported, and these abnormalities are present in DiGeorge syndrome, renal dysplasia, and acute kidney failure. Previous studies have shown that various genes are associated with renal abnormalities. However, the major target genes of nonobstructive hydronephrosis have not yet been elucidated.

**Results:**

We examined neuroblast differentiation-associated protein Ahnak localization and analyzed morphogenesis in developing kidney and ureter. To investigated function of Ahnak, RNA-sequencing and calcium imaging were performed in wild type and Ahnak knockout (KO) mice. Ahnak localization was confirmed in the developing mouse kidneys and ureter. An imbalance of calcium homeostasis and hydronephrosis, which involves an expanded renal pelvis and hydroureter, was observed in Ahnak KO mice. Gene Ontology enrichment analysis on RNA-seq results indicated that ‘Channel Activity’, ‘Passive Transmembrane Transporter Activity’ and ‘Cellular Calcium Ion Homeostasis’ were downregulated in Ahnak KO kidney. ‘Muscle Tissue Development’, ‘Muscle Contraction’, and ‘Cellular Calcium Ion Homeostasis’ were downregulated in Ahnak KO ureter. Moreover, peristaltic movement of smooth muscle in the ureter was reduced in Ahnak KO mice.

**Conclusions:**

Abnormal calcium homeostasis causes renal disease and is regulated by calcium channels. In this study, we focused on Ahnak, which regulates calcium homeostasis in several organs. Our results indicate that Ahnak plays a pivotal role in kidney and ureter development, and in maintaining the function of the urinary system.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-023-01055-x.

## Background

A complex urinary system produces urine to maintain body homeostasis by directing the amount of bodily fluids, electrolyte balance, and excretion of metabolic end products [1, 2]. Several clinical disorders of the urinary system are organized by congenital anomalies of the kidney and urinary tract (CAKUT) [3]. CAKUT shows abnormalities in the kidneys or other structures of the urinary tract, including underdevelopment or absence of a kidney (renal hypodysplasia or agenesis), abnormally wide kidney pelvis/calyxes, and a ureter lumen (hydronephrosis and hydroureter) [4, 5].

Obstruction or dilation of the urinary tract is observed in patients with hydronephrosis [6, 7]. Hydronephrosis is categorized into grades 0–4. No dilation is observed in grade 0. Grade 1, pelvic dilation only; Grade 2, mild caliceal dilatation; Grade 3, severe caliceal dilation; Grade 4, renal parenchymal atrophy [8].

Non-obstructive hydronephrosis, resulting in kidney failure and deformation, is caused by improper filtration of excessive amounts of urine [9, 10]. Persistent urine volume overload disrupts urine flow and results in reflux [8]. Previous studies have reported that disruption of calcium homeostasis in the kidney induces non-obstructive hydronephrosis by urine overload [11]. Non-obstructive hydronephrosis patients exhibit abnormal peristalsis movement involving the dilated ureter [12]. In addition, acute kidney injury can cause chronic kidney disease and the kidney is an organ that has limitations for repairing itself [13]. For this reason, understanding kidney disease-associated genes is important for preventing acute kidney diseases. However, the genetic causes of nonobstructive hydronephrosis have not been clearly elucidated.

Since the identification of neuroblast differentiation-associated protein Ahnak in skin keratinocytes and neuroblastoma cells, many reports have indicated that Ahnak serves a scaffolding function in various cell signaling cascades [14]. Ahnak is expressed in several intracellular locations, including the plasma membrane, cytoplasm, and nucleus [15]. The carboxyl-terminal region of Ahnak proteins has been reported to play important roles in cellular localization and in interaction with L-type Ca^2+^ channels in cardiac cells [16]. A previous study employing single cell RNA-sequencing revealed that Ahnak is expressed in mature podocyte clusters [17]. However, the underlying molecular mechanisms of Ahnak in the kidney and ureter are poorly understood.

To confirm the function of Ahnak in the kidney and ureter, we performed an analysis of Ahnak knockout (KO) mouse kidneys and ureters. Hydronephrosis was observed in Ahnak KO mouse kidneys, and obstruction was not observed in the distal ureter of Ahnak KO mice. Bulk RNA sequencing was performed to investigate the genetic regulation of Ahnak. We found that Ahnak KO mice had negatively regulated genes for kidney development, calcium homeostasis, and ureteric smooth muscle differentiation. These results indicate that Ahnak may contribute to urinary system development, smooth muscle development, and the maintenance of calcium homeostasis.

## Results

### Localization of Ahnak in developing kidney and ureter

Localization of Ahnak in the developing kidney and ureter was examined using immunohistochemistry (IHC). At embryonic day (E) 12.5, Ahnak was strongly localized in the ureteric bud (UB) and less so in the underlying metanephric mesenchyme (MM) (Fig. 1. A-D). Ahnak co-localized with K8, a collecting duct marker, in the kidney at E12.5. At E15.5, Ahnak was broadly localized in the kidney (Fig. 1E). Ahnak colocalized with Keratin-8 (K8) in the collecting duct (Fig. 1F). In the glomerulus, the podocyte-specific marker Wilms tumor-1 (WT1) was co-localized with Ahnak at E15.5 (Fig. 1G). Ahnak was not co-localized with Lotus Tetragonolobus Lectin (LTL) in the proximal tubule of the kidney at E15.5 (Fig. 1H). At PN1, Ahnak was similarly localized in the collecting duct, glomerulus, and proximal tubule in the kidney compared to E15.5 (Fig. 1I-L). Low magnification imaging indicated that Ahnak was broadly detected in the kidneys at PN1 (Fig. 1I). Ahnak was detected in the collecting duct co-localized with K8 and glomerulus with WT1, but not in the proximal tubule at PN1 in the kidney (Fig. 1J-L).

**Fig. 1:**
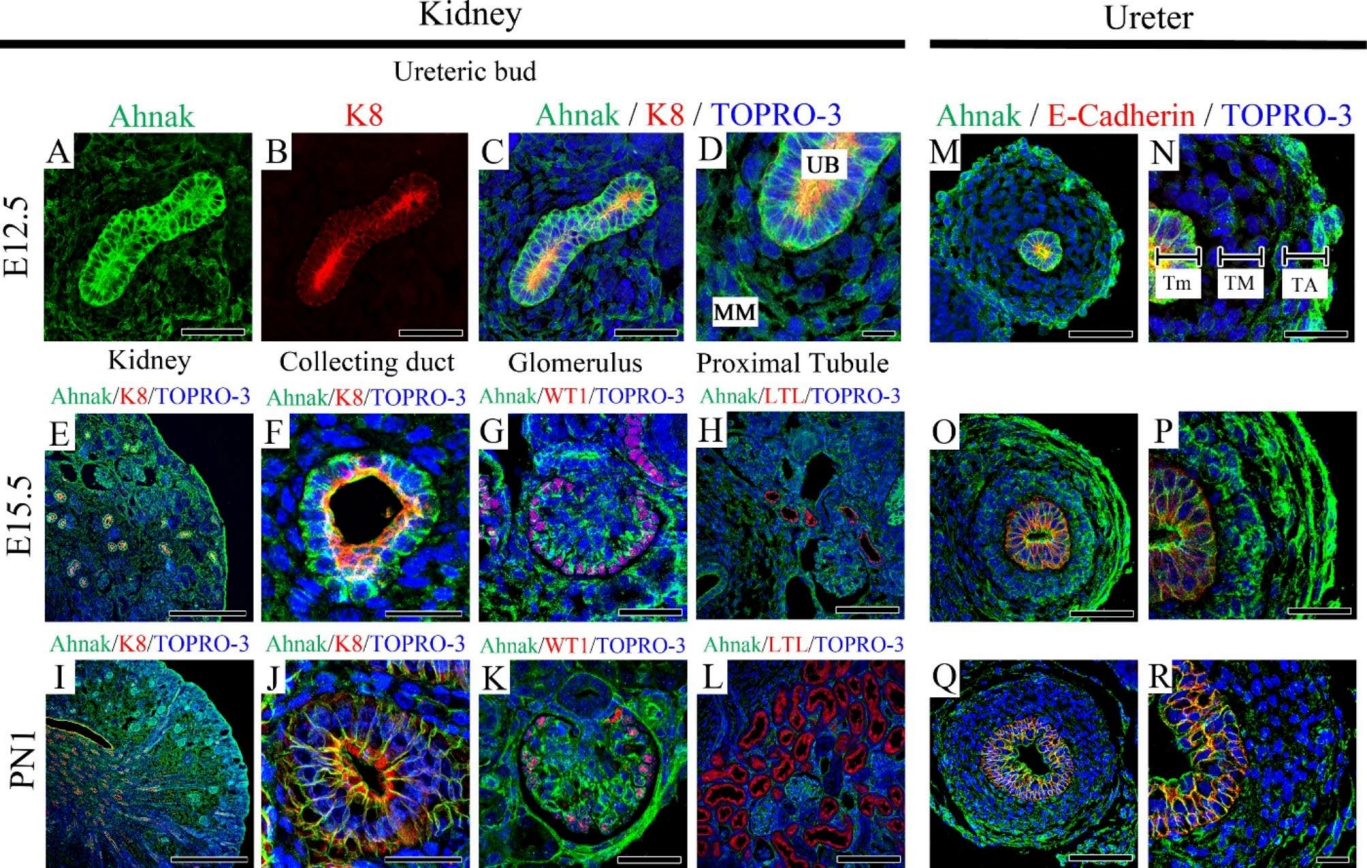
Localization of Ahnak in developing WT kidney and ureter. (**A-D**) Ahnak is localized in ureteric bud (UB) at E12.5 WT kidney. K8 marks collecting duct, co-localized with Ahnak in the collecting duct cell membrane. (**D**) High magnification image showing that Ahnak is strongly localized in the UB but weakly in the metanephric mesenchyme (MM). (**E**) At E15.5 WT kidney, Ahnak is detected in collecting duct and glomerulus. Renal mesenchyme has weak Ahnak localization. (**F**) Ahnak is localized in collecting duct membranes with K8. (**G**) In glomerulus, Ahnak is detected in podocytes. (**H**) Double staining results shows that Ahnak is not co-localized with lotus tetragonolobus lectin (LTL), a proximal tubule marker. (**I-L**). The overall localization tendency of Ahnak at PN1 is similar to E15.5. (**M-R**) Ahnak and E-cadherin are co-localized in tunica mucosa. Ahnak is detected in tunica muscularis and tunica adventitia during ureter development. UB; Ureteric bud, MM; Metanephric mesenchyme, Tm; Tunica mucosa TM; Tunica muscularis TA; Tunica adventitia. Scale bar; A, B, C, G, K, N, P, R, 100 μm; D, 150 μm; E, 250 μm; F, J, 40 μm; H, M, O, Q, 100 μm; I, 500 μm; L, 200 μm

At E12.5, Ahnak was strongly localized in the urothelium and tunica adventitia (TA) layer but weakly localized in the tunica muscularis (TM) (Fig. 1M). High magnification imaging indicated that Ahnak was strongly detected in the tunica mucosa (Tm) layer colocalized with E-cadherin (Fig. 1N). At E15.5, Ahnak was strongly localized in three layers of the developing ureter (Fig. 1O). High magnification imaging showed that Ahnak was strongly localized in the Tm, TM, and TA at E15.5 in the ureter (Fig. 1P). At PN1, Ahnak was strongly detected in the Tm and weakly detected in the TM and TA in the ureter (Fig. 1Q). High magnification imaging indicated that Ahnak was strongly localized in Tm with E-cadherin, but weakly localized in TM and TA in the PN1 ureter (Fig. 1R).

### Morphological differences between WT and ahnak KO mouse kidney and ureter

To investigate the phenotype of Ahnak KO mouse kidneys, we performed hematoxylin and eosin (H&E) staining at E15.5 and PN1. H&E staining results indicated that hydronephrosis was observed in Ahnak KO mouse kidneys at E15.5, compared to wild-type (WT) (Fig. 2A-D). Hydronephrosis was also detected at PN1 in Ahnak KO kidneys, similar to E15.5 (Fig. 2E-H). The kidney width was not significantly different between WT and Ahnak KO kidneys (Fig. 2Q). However, the hydronephrosis ratio was higher in Ahnak KO kidneys than in WT kidneys (Fig. 2R).

**Fig. 2:**
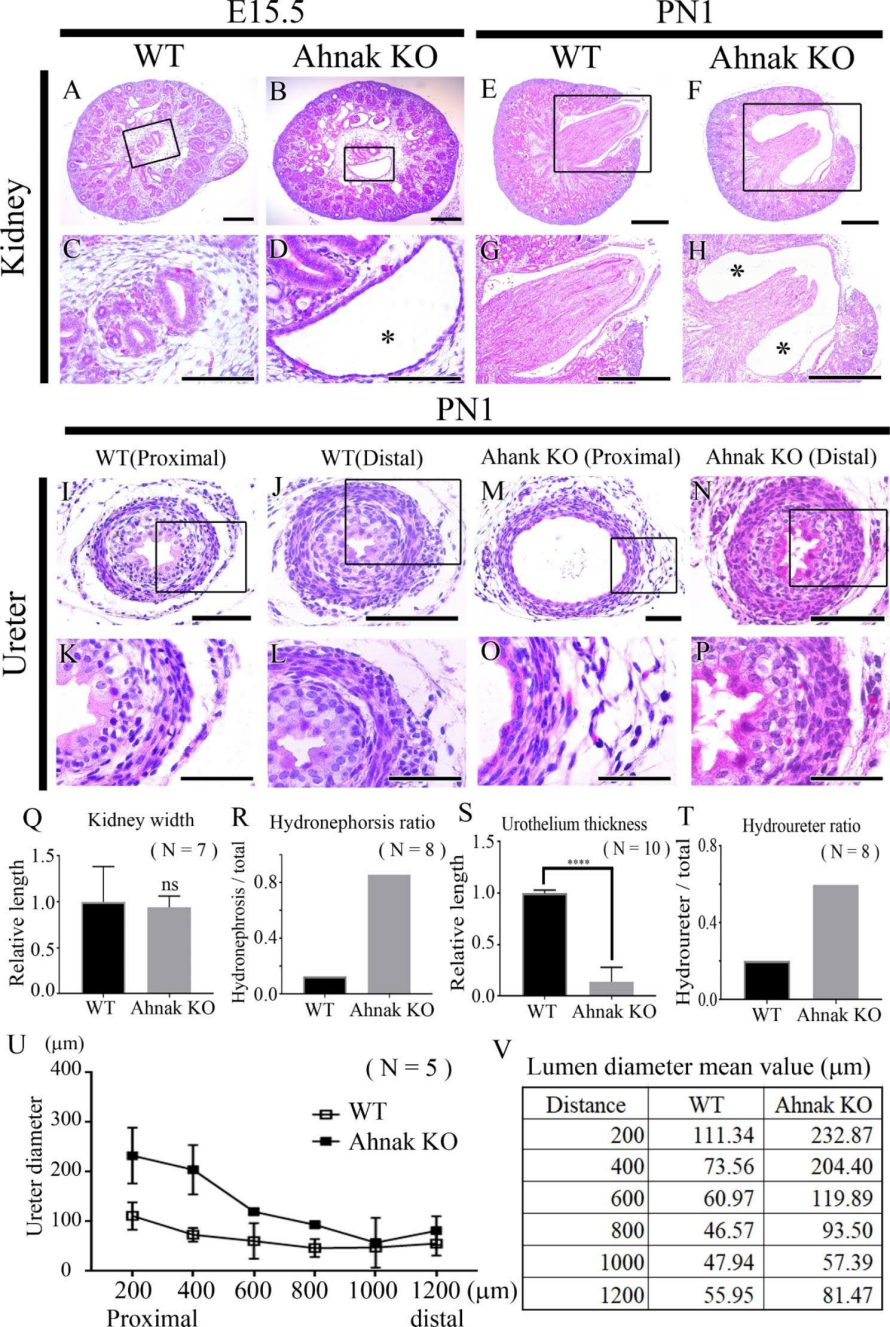
Phenotypic comparison between WT and Ahnak KO kidney and ureter. (A-H) At E15.5 and PN1, hydronephrosis with expanded vacant region (asterisks) is observed in Ahnak KO kidney compared to WT. (**I-P**) Well developed tunica mucosa, tunica muscularis and tunica adventitia are observed in WT and Ahnak KO distal ureter. Abnormal tunica mucosa, tunica muscularis and tunica adventitia formation is detected in Ahnak KO proximal ureter. (**Q**) Kidney width is not significantly different between WT and Ahnak KO mice. (**R**) Hydronephrosis ratio is increased approximately 8-fold in Ahnak KO kidney. (**S**) Urothelium thickness is significantly reduced in Ahnak KO ureter compared with WT. (**T**) Hydroureter ratio is dramatically increased in Ahnak KO ureter. (**U, V**) Relative lumen diameter per 200 μm position from proximal to distal region shows that hydroureter presents proximal region in Ahnak KO at PN1. Scale bar; A, B, C, D, 100 μm; E, F, G, H, 500 μm; I, J, M, N, 100 μm; K, L, O, P 50 μm

Morphological differences between WT and Ahnak KO ureters were confirmed by H&E staining at PN1 (Fig. 2I-P). The lumen of the ureter, Tm, TM, and TA was well developed in both the WT proximal and distal ureters at PN1 (Fig. 2I-L). A hydroureter was observed in the Ahnak KO proximal ureter at PN1 (Fig. 2M, O). Ahnak KO ureters showed mono- or double-layer Tm (Fig. 2O) compared to the multilayer urothelium in the WT ureter (Fig. 2K). Significant morphological differences were not detected between Ahnak KO and WT distal ureters (Fig. 2J, L, N, and P).

The thickness of the urothelium, hydroureter ratio, and ureter diameter were analyzed in WT and Ahnak KO mice at PN1 (Fig. 2S-V). The urothelium thickness was reduced in Ahnak KO mice compared to that in WT mice (n = 10) (Fig. 2S). The hydroureter ratio was significantly higher in the proximal region of the ureter compared than in WT mice (n = 8) (Fig. 2T). The diameter of the ureter was measured every 200 μm from proximal to distal in WT and Ahnak-KO mice. Increased ureter diameter was observed in the proximal region of Ahnak KO ureters compared to that in WT ureters (Fig. 2U, V). However, a similar diameter was observed in the distal region of the WT and Ahnak KO ureters (n = 5).

### RNA-sequencing analysis in Ahnak knockout kidney and ureter

To identify gene expression differences between WT and Ahnak KO mouse kidneys, bulk RNA sequencing was performed. 

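Kidney RNA at PN1 was sequenced in 4 libraries, 2 from Ahnak KO mice and 2 from WT mice, and the methods state that 2 to 4 kidneys or ureters were taken for RNA, without the number for each library. The authors trimmed the reads with Cutadapt, mapped them with STAR and estimated expression with Cufflinks, and they deposited an estimated read count, given as a whole number, with FPKM and TPM for each of 24532 genes. The counts summed to 56964830 and 55744703 in the Ahnak KO libraries and to 66095616 and 56813495 in the WT libraries. They were normalized here with edgeR's TMM factors, which lay between 0.992 and 1.01 in the kidney libraries, and 16481 genes passed edgeR's filterByExpr and were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. A gene with at most 3 counts in every library of a genotype was given only a limit on its fold change, and 3 counts stood for 0.0454 to 0.0538 CPM, the count scaled by library size, in these libraries. Such limits cover counting error only. Ahnak (gene number 66395) was counted in every library. It had 144 ± 5.88 CPM (SD, n = 2) in Ahnak KO kidneys and 199 ± 4.70 CPM (SD, n = 2) in WT kidneys. Its log2 fold change was -0.47 (standard error 0.0961, adjusted p = 1.00 from edgeR's quasi-likelihood test), with both Ahnak KO libraries below both WT libraries. The Wald test of DESeq2 gave Ahnak an adjusted p of 0.0194, and over all the settings tried its adjusted p ran from 1.17e-218, with the reads of the replicates summed, to 1.00. The libraries also differed within a genotype. Ahnak KO replicate 1 had 3096 CPM of the X inactivation transcript Xist and 0 counts on 4 Y chromosome genes, while the other 3 kidney libraries had 21 to 26 counts of Xist and 15982 to 18055 counts on the Y chromosome genes. In Ahnak KO replicate 1, 7755 genes were listed at 0, against 6471 in Ahnak KO replicate 2 and 6415 and 6706 in the WT libraries.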

A volcano plot demonstrated that 1,467 genes (Log_2_FC > 0.5) were reduced, whereas 533 genes (Log_2_FC > 0.05) were induced in Ahnak KO kidneys compared with WT kidneys at postnatal (PN) 1 (Fig. 3A). 

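With both replicates of each genotype in edgeR's quasi-likelihood test, 2 genes were lower and 0 were higher in Ahnak KO kidneys at an adjusted p under 0.05. At an unadjusted p under 0.05, 96 genes were lower and 131 were higher, where 5% of the genes tested would be 824 by chance. Fewer genes than 824 means that the test was conservative on these libraries. The low counts therefore do not show that genotype has no effect. The study's threshold, an unadjusted p under 0.05 with a fold change over 2, was passed by 49 lower and 39 higher genes. The fold change alone was over 2 for 315 lower and 190 higher genes. Leaving out any library raised the count of lower genes by fold change alone, to 491 without WT replicate 1, 522 without WT replicate 2 and 511 without Ahnak KO replicate 1, and most without Ahnak KO replicate 2, to 1151. The count of higher genes rose most, to 654, without WT replicate 1. The alternative that moved the adjusted counts most was an exact binomial test on the summed reads of the replicates, which leaves out the spread between libraries and gave 4776 lower and 4903 higher genes. Gvin1 (gene number 74558) had 1003 and 931 counts in the WT libraries and 0 in both Ahnak KO libraries, so it was at least 293-fold lower (adjusted p = 0.0124 in edgeR). Reads shared with related copies of Gvin1 were not tested. Rnf8-cmtr1 (gene number 106014251) had a log2 fold change of -2.43 (standard error 0.135, adjusted p = 0.0124 in edgeR), and it overlaps Rnf8 and Cmtr1. Neither gene passed with a replicate block, with all 6 libraries in one fit or with limma on FPKM. Single libraries were also set against each other with the formula of DEGseq on the reads, a comparison added after the data were examined. Ahnak KO replicate 1 against WT replicate 1 gave 1535 lower and 568 higher genes, and Ahnak KO replicate 2 against WT replicate 2 gave 738 lower and 988 higher. Of these genes, 145 were lower and 72 were higher in both pairs, while 326 were lower in the first pair and higher in the second. Of the 1535 lower genes, 876 were listed at 0 in Ahnak KO replicate 1. The same formula between the WT libraries, with replicate 1 over replicate 2, gave 654 lower and 923 higher genes.

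**Figure D1:**
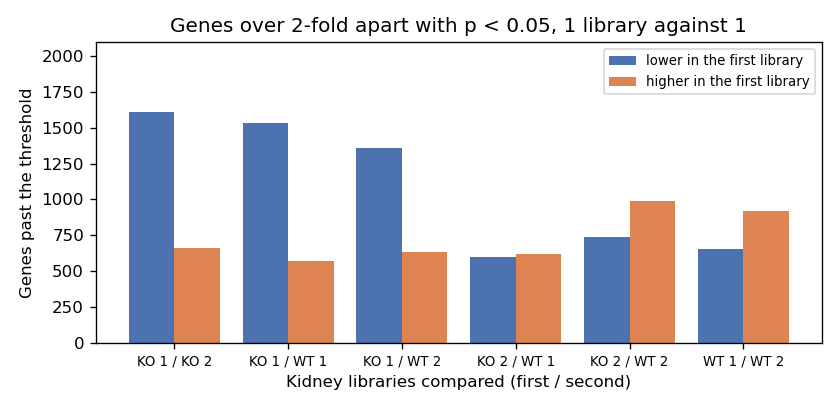
Numbers of genes over 2-fold apart with p under 0.05 between single kidney libraries at PN1, from the formula of DEGseq on the reads; bars give genes lower and higher in the first library of each pair. The pair of Ahnak KO libraries gives 1612 lower and 665 higher genes, and the pair of WT libraries gives 654 and 923.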

Decreased genes expression of Ahnak KO was observed in the volcano plot compared with WT in the kidney. 

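The 15 genes of Table S2 were read in each kidney library. In Ahnak KO replicate 1, 12 of the 15 were listed at 0, and the highest count of those 12 in a WT library was 65. Ahnak KO replicate 2 had 7 of the 15 genes above both WT libraries and 4 below both, while Ahnak KO replicate 1 had 14 below both. The DEGseq formula on Ahnak KO replicate 1 against WT replicate 1 returned the values of Table S2, such as -2.32 for Cacnb4. A list picked from that pair would be low in Ahnak KO replicate 1 by construction. Cacnb4 (gene number 12298) had 5.17 CPM in Ahnak KO replicate 1 and 27.0 CPM in Ahnak KO replicate 2, against 25.5 and 18.6 CPM in the WT libraries. Its log2 fold change of -0.46 (standard error 0.670, adjusted p = 1.00 in edgeR's quasi-likelihood test) was smaller than the spread between the Ahnak KO libraries. It was 0.28 without Ahnak KO replicate 1 and -2.10 without Ahnak KO replicate 2. P2rx3 (gene number 228139) had 0 and 43 counts in Ahnak KO kidneys and 65 and 40 in WT kidneys. Its log2 fold change was -1.11 (standard error 1.46, adjusted p = 1.00 in edgeR), and -0.11 without Ahnak KO replicate 1. Best3 (gene number 382427) had 0 counts in both Ahnak KO libraries and 22 and 16 in the WT libraries, which makes it at least 5.70-fold lower (adjusted p = 1.00 in edgeR). Among genes with 20 to 30 counts in WT replicate 1, 24.4% were listed at 0 in Ahnak KO replicate 1 and 4.55% in Ahnak KO replicate 2. Of the 15 genes, 9 had enough counts to be tested, 0 passed an adjusted p under 0.05 and 1 had an unadjusted p under 0.05. Adjusted over the list alone, 0 of these 9 passed, and Best3 passed among the 5 genes of the paper's kidney qPCR. The study chose both lists, so these tests are not independent evidence. The summed reads of the replicates gave an adjusted p under 0.05 to 7 of the 15 genes, Cacnb4, P2rx3 and Best3 included.

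**Figure D2:**
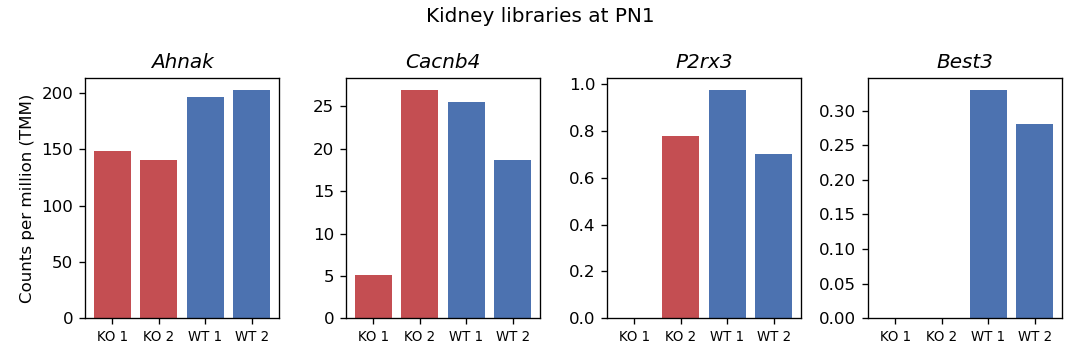
CPM after TMM normalization of Ahnak, Cacnb4, P2rx3 and Best3 in each kidney library at PN1, with Ahnak KO replicates in red and WT replicates in blue; each bar is 1 library. Cacnb4 is at 5.17 CPM in Ahnak KO replicate 1 and 27.0 CPM in replicate 2, and Best3 is at 0 in both.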

The top-12 downregulated differentially expressed genes (DEGs), including calcium signaling regulators such as *Cacnb4* (Calcium Voltage-Gated Channel Auxiliary Subunit Beta 4), *Best3 (*Bestrophin 3) and *P2rx3* (Purinergic Receptor P2 × 3), were presented in a volcano plot for Ahnak KO kidneys (Fig. 3A; DEGseq *P* < 0.05 and fold change > 2; a list of the DEGs is shown in Additional file 1: Table S2).

**Fig. 3:**
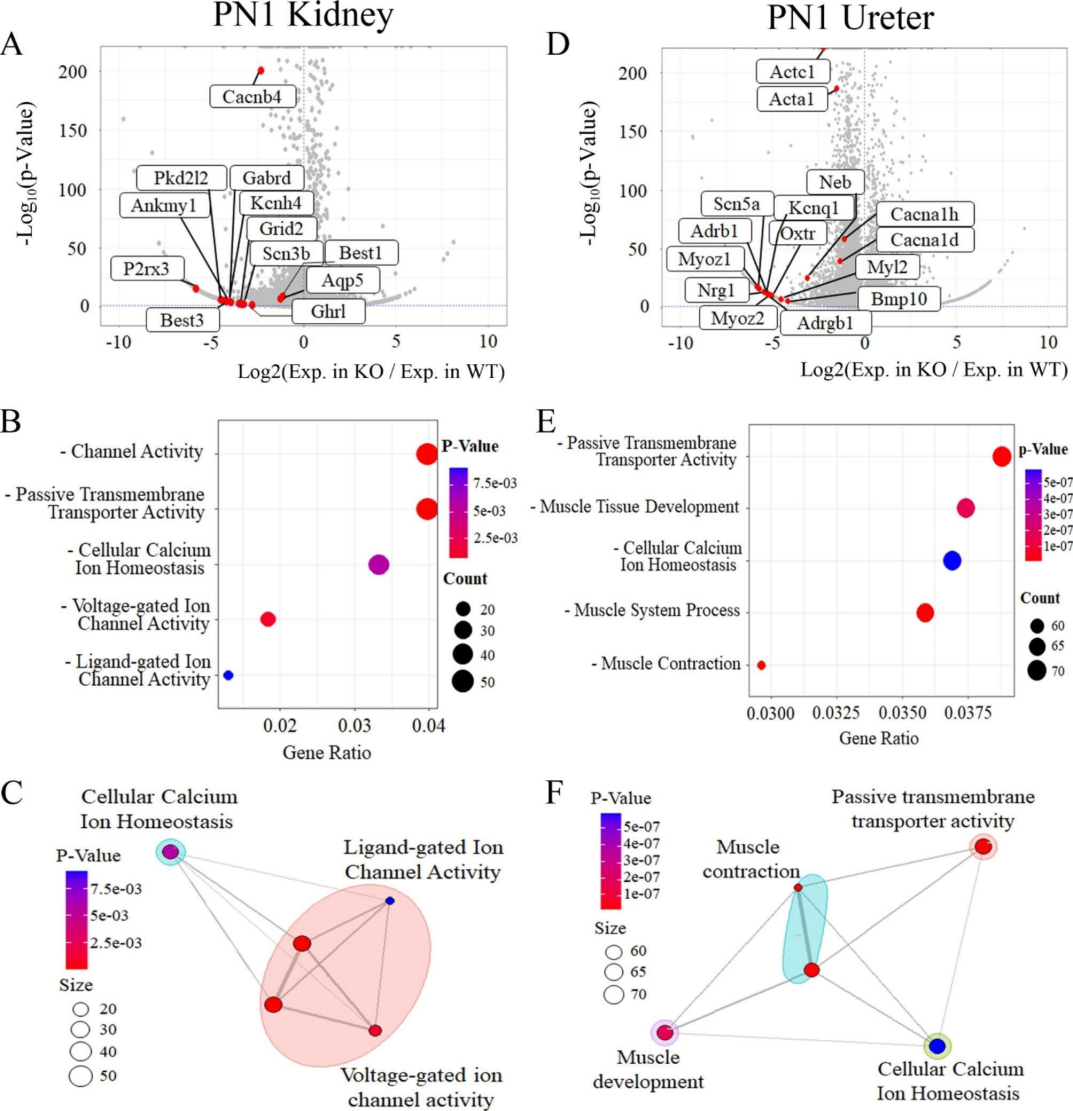
Bulk RNA-seq analysis of kidney and ureter in Ahnak KO and WT mice. (**A**) Volcano plot showing that expression levels of calcium ion homeostasis-related genes such as *Best3*, *Cacnb4* and *P2rx3* are reduced in Ahnak KO kidney compared to WT. (**B**) Analysis of gene ontology (GO) indicates that channel activity, passive transmembrane transporter activity, cellular calcium ion homeostasis, and ion channel activity-related GO terms are reduced in Ahnak KO kidney compared to the WT kidney. (**C**) EMAP plot showing the reduced calcium related functions and connections representing shared genes in Ahnak KO mouse kidney. (**D**) Volcano plot presenting down-regulated genes related to calcium homeostasis and muscle development, such as *Adrb1* and *Cacna1d* in Ahnak KO ureter. (**E**) Analyzed results of down-regulated GO terms show that passive transmembrane transporter activity, muscle tissue development, cellular calcium ion homeostasis, muscle system processes, and muscle contraction are reduced in Ahnak KO ureter compared to the WT. (**F**) EMAP plot showing that changed GO terms have a network each other and that all reduced GO terms are related to muscle development, contraction and calcium homeostasis

Gene Ontology (GO) enrichment analysis was performed on Ahnak KO kidneys. 

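Gene lists stood in for GO terms, whose annotation the text does not give. A list median weighs every tested member, so it does not exclude enrichment of a GO term among the lower genes. Of 323 ion channel genes, defined by families of symbols such as Cacna1, Kcn, P2rx, Grin and Aqp, 244 were tested in kidney. Their median log2 fold change was 0.017, with 116 lower and 128 higher in Ahnak KO kidneys (camera in limma with a preset correlation of 0.01, adjusted p = 0.961 over 12 lists). The median was -0.032 without Ahnak KO replicate 1. No ion channel gene (0 of 244) passed an adjusted p under 0.05 over all genes tested or adjusted over the list alone, and 5 had an unadjusted p under 0.05 in edgeR. The 18 voltage-gated calcium channel subunits tested had a median of -0.017, with 11 lower and 7 higher (adjusted p = 0.961 in camera). It was 0.053 without Ahnak KO replicate 2, 0.051 without WT replicate 2 and -0.15 without WT replicate 1. Here 0 genes passed either adjustment and 1 had an unadjusted p under 0.05.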

GO enrichment analysis results showed that genes associated with ‘Channel Activity’, ‘Passive Transmembrane Transporter Activity’ and ‘Cellular Calcium Ion Homeostasis’ were downregulated in Ahnak KO kidney (Fig. 3B). These results indicate that the expression of genes associated with renal calcium signaling was reduced in Ahnak KO kidneys. 

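The 71 calcium handling genes tested, a list of pumps, exchangers, calcium-binding proteins, channels and receptors, had a median log2 fold change of 0.042 in Ahnak KO kidneys. Of them 26 were lower and 45 were higher (adjusted p = 0.133 in camera and 0.386 in fry over the 12 lists). Its unadjusted p was under 0.05 with the preset correlation, and not with fry or with an estimated correlation. With genotype as the only term, none of the 12 lists passed an adjusted p under 0.05 with camera or fry. Other fits gave an unadjusted p of 0.0016 to the Y chromosome list (camera, replicate block) and 0.0018 to adrenal cortex genes (fry, all 6 libraries). Over the fits that each left out 1 library the calcium handling median ran from 0.022 to 0.073, the highest without WT replicate 1. It was -0.023 with the formula of DEGseq on Ahnak KO replicate 1 against WT replicate 1, a setting chosen after the data were examined. No calcium handling gene (0 of 71) passed an adjusted p under 0.05 over all genes tested or adjusted over the list alone, and 2 had an unadjusted p under 0.05. From GO terms among its downregulated genes (Fig. 3B), the paper concludes that genes of renal calcium signaling were reduced in Ahnak KO kidneys.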

An EMAP plot showed gene set enrichment in the kidney (Fig. 3C). EMAP plot presentation indicated that ‘Cellular Calcium Iron Homeostasis’, ‘Ligand-gated Iron Channel Activity’, and ‘Voltage-gated Ion Channel Activity’ were downregulated in Ahnak KO kidneys at PN1.

Bulk RNA sequencing was performed to identify gene expression differences between WT and Ahnak KO mouse ureters. 

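The series holds 1 ureter library per genotype at PN1, while the methods state 2 biological replicates, so no spread between replicates could be estimated and every value compares the library labelled Ahnak KO with the library labelled WT. The sample titles name both as kidney replicates and the tissue labels name them as ureter. Of 32 kidney tubule and podocyte genes, all tested in kidney, 16 had at least 10 counts in either of these libraries. Umod and Aqp2 had 0 counts in both. Upk1b had 2001 and 1662 CPM there, against 15.3 to 17.4 CPM in the kidney libraries. These values argue against kidney as their tissue and do not decide their genotype. The library labelled Ahnak KO held 36410246 counts and the WT library 54985927. Genes with at least 10 counts in the higher library, 16117 in all, were compared as log2(CPM + 0.5) after TMM factors of 0.934 and 1.07. Scaling by library size alone instead shifted the median log2 ratio of all genes to -0.20, from -0.02 with the TMM factors. The nuclear ribosomal transcript Rn45s took 8.06% (95% Wilson interval 8.05% to 8.07%) of the counts in the library labelled Ahnak KO and 0.626% in the WT library. In the library labelled Ahnak KO, 3 counts stood for 0.0824 CPM of its total. Ahnak had 556 CPM there and 636 CPM in the WT library, a log2 ratio of -0.19. By the FPKM values the sign was the opposite, with 45.5 in the library labelled Ahnak KO and 40.6 in the WT library.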

In Ahnak KO ureters, 2,115 genes (Log_2_FC > 1) were reduced, but 1,150 genes (Log_2_FC > 1) were induced at PN1 compared to WT (Fig. 3D). 

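The ratio was over 2 for 926 genes lower and 717 genes higher in the library labelled Ahnak KO ureter. All of them also had p under 0.05 in a two-sided exact binomial test of the reads, which measures the counting error of the 2 libraries and not the variation between mice. Of the lower genes 256 were listed at 0 in the library labelled Ahnak KO, and of the higher genes 184 were listed at 0 in the WT library. Lower genes made up 56.4% of these genes with TMM factors and 70.7% with library size alone, which gave 1310 lower and 543 higher. The pseudocount moved the counts most among the settings on counts planned beforehand, to 1629 lower and 1142 higher genes with log2(CPM + 0.1). Among genes with 20 to 30 counts in the WT library, 35.0% were listed at 0 in the library labelled Ahnak KO. Among genes with 20 to 30 counts in the latter, 17.4% were listed at 0 in the WT library. The WT library was 1.73 times as deep after TMM factors, and in the band of its counts that stands for the same 20 to 30 counts at equal depth, 20.0% were listed at 0 in the library labelled Ahnak KO.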

The volcano plot was labeled the top-15 downregulated DEGs in Ahnak KO ureter (Fig. 3D; DEGseq *P* < 0.05 and fold change > 2; list of DEGs shown in Additional file 1: Table S3) related to muscle development and contraction such as *Adrb1*, *Actc1*, *Bmp10*, *Myoz1*, and *Acta1* (Fig. 3D). 

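The study chose the 15 genes of Table S3 as lower from its ureter RNA-seq, so their direction here is not independent evidence. All 15 were lower in the library labelled Ahnak KO ureter. Of them 10 were listed at 0 there, with 26 to 85 counts in the WT library, and were at least 5.00-fold to at least 16.4-fold lower. Adrb1 (gene number 11554) had 0 and 52 counts and was at least 10.0-fold lower, Bmp10 (gene number 12154) had 0 and 26 counts and was at least 5.00-fold lower, and Myoz1 (gene number 59011) had 0 and 85 counts and was at least 16.4-fold lower. Actc1 (gene number 11464) had 1480 and 10430 counts, a log2 ratio of -2.01. Acta1 (gene number 11459) had 740 and 3166 counts, a log2 ratio of -1.29. Of the other genes, Neb had a log2 ratio of -1.98, Cacna1d of -1.07 and Cacna1h of -0.86. In kidney 0 of the 15 genes passed an adjusted p under 0.05 and 0 of the 12 tested had an unadjusted p under 0.05 in edgeR.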

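Lists of muscle genes were compared with 10000 random lists of the same size, matched on expression. The 40 striated muscle genes with counts had a median log2 ratio of -0.92 in the library labelled Ahnak KO ureter, and 35 of them were lower. With genes at the limit of detection set to their limit, the median was -0.97. It lay below every random list. Of these genes 7 are named in the paper's RNA-seq tables or figures, and the median was -0.66 without them. The 30 smooth muscle genes had a median of -0.29, with 23 lower, also below every random list. Acta2 had a log2 ratio of -0.32. The 28 urothelium genes had a median of 0.51, with 23 higher, above every random list. With library size alone the medians were -1.07, -0.49 and 0.32 for striated muscle, smooth muscle and urothelium.

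**Figure D3:**
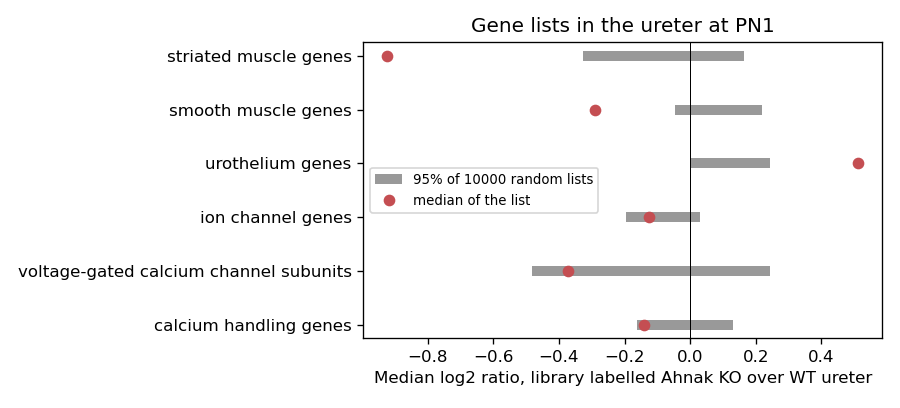
Median log2 ratio of 6 gene lists between the ureter library labelled Ahnak KO and the WT ureter library at PN1 (red points), with the range of 95% of 10000 random lists matched on expression (grey bars). Striated muscle lies at -0.92, smooth muscle at -0.29 and urothelium at 0.51, each outside its grey bar.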

In the ureter, the major significant genes, *Adrb1*, *Actc1*, *Bmp10*, *Myoz1*, and *Acta1*, were localized in related GO terms such as ‘Muscle Tissue Development’, ‘Muscle Contraction’, and ‘Cellular Calcium Ion Homeostasis’ (Fig. 3E). In addition, EMAP plot results indicated that linked ‘Muscle Development’, ‘Muscle Contraction’, ‘Passive Transmembrane Transporter Activity’ and ‘Cellular Calcium Ion Homeostasis’ related genes were down-regulated in Ahnak KO ureter compared to WT (Fig. 3F).

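In the ureter, 65 calcium handling genes had a median log2 ratio of -0.14, with 41 lower and 24 higher in the library labelled Ahnak KO. This median was lower than all but 4.89% of the random lists. Without the 7 of these genes that the paper's tables or figures name, it was -0.059. The 222 ion channel genes had a median of -0.13 (22.5% of random lists lay lower), with 124 lower and 98 higher. The 17 voltage-gated calcium channel subunits had a median of -0.37 (8.54% of random lists lay lower), with 12 lower and 5 higher. Library size alone gave -0.34, -0.31 and -0.57, each lower in step with the shift of all genes. From linked GO terms (Fig. 3F), the paper states that genes of muscle development, muscle contraction, transmembrane transport and calcium homeostasis were lower in Ahnak KO ureter.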

### Analysis of kidney abnormalities in Ahnak KO mouse at PN1

To investigate the reactivity of calcium ion channels in the kidney, IHC was performed using Best3, Cacnb4, and P2rx3 (Fig. 4A-C, E-G). Calcium channel markers, including Best3, Cacnb4, and P2rx3, were weakly or not detected in the glomerulus of Ahnak KO kidneys (Fig. 4E-G) compared with the glomerulus in WT at PN1 (Fig. 4A-C). c-kit, a peristalsis trigger protein, was localized in the pelvic epithelial layer of the medulla in the WT kidneys (Fig. 4D). However, c-kit was not localized in kidney pelvic epithelial layer of the medulla of Ahnak KO kidneys (Fig. 4H). Expression levels of calcium ion channels and muscle contraction-related genes in Ahnak KO kidney were analyzed through real-time quantitative polymerase chain reaction (qPCR). The gene expression levels of *Best3*, *Cacnb4*, *P2rx3* and *c-kit* were significantly downregulated in Ahnak KO mice compared to WT mice (Fig. 4I-M). The protein level was confirmed by western blotting (Fig. 4N). Calcium signaling regulator Best3 protein level was significantly reduced in Ahnak KO mouse Kidney at PN1.

**Fig. 4:**
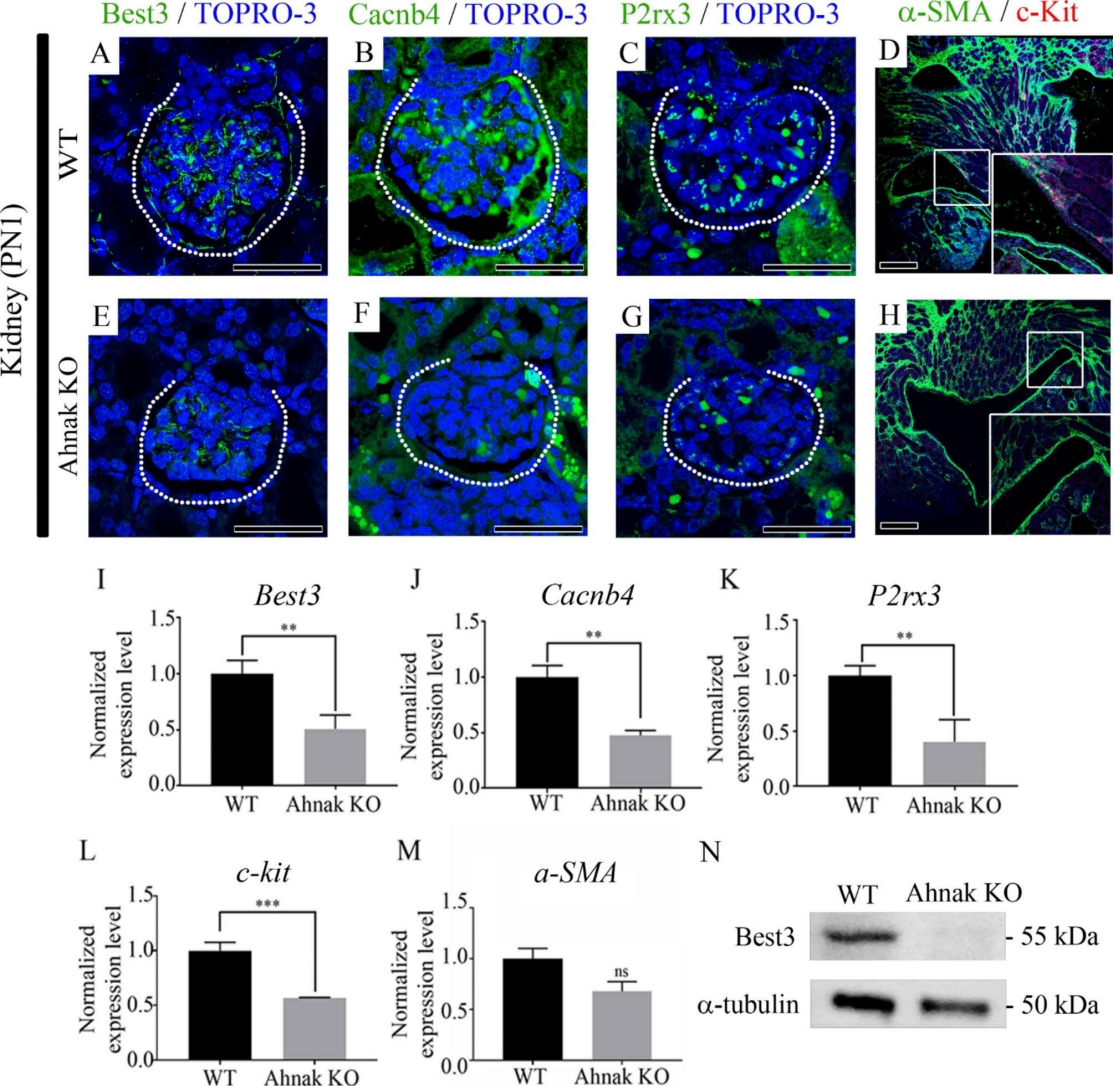
Calcium and peristalsis-related protein localization and gene expression in Ahnak KO mouse kidney at PN1. (**A**) Best3 is broadly observed in WT glomerulus. Best3 is localized in glomerulus and proximal tubules. (**E**) Best3 is weakly detected in Ahnak KO kidney compared with WT kidney. (**B**) Cacnb4 is strongly observed in glomerulus and surrounding tubules. (**F**) Cacnb4 is faintly detected in Ahnak KO kidney compared to WT. (**C**) P2rx3 is broadly and strongly localized in WT glomerulus and surrounding tubules. (**G**) P2rx3 is weakly observed in Ahnak KO kidney compared to WT. (**D**) Peristalsis marker c-kit is localized in basement membrane of WT kidney pelvis. (**H**) c-kit is not detected in Ahnak KO kidney pelvis. (**I**) Expression level of *Best3* is reduced in Ahnak KO kidney compared with WT at PN1. (**J**) *Cacnb4* expression level is down-regulated in Ahnak KO compared to WT. (**K**) Expression level of *P2rx3* is decreased in Ahnak KO compared with WT kidney at PN1. (**L**) Expression level of c-kit is reduced in Ahnak KO kidney. (**M**) Expression level of α-SMA is not altered in Ahnak KO kidney at PN1. (**N**) Best3 protein level was reduced in Ahnak KO mouse Kidney at PN1. White dotted line, glomerulus; **, *P* < 0.01; ***, *P* < 0.001; ns, not significant, Scale bar; A-H 100 μm

### Analysis of ureter defects in Ahnak KO mice at PN1

Localization of p63, Upk1b, and c-kit, which are markers for basal cells, superficial cells, and peristalsis pacemakers, respectively, was examined in WT and Ahnak KO ureters at PN1 (Fig. 5A-F). Significant localization of p63 was detected in multi-layered basal cells in WT animals at PN1 (Fig. 5A). In the Ahnak KO ureter, p63 was observed in monolayer basal cells at PN1 (Fig. 5D). Upk1b was detected in the superficial cell layer of the urothelium, and E-cadherin was co-localized in the multi-layered urothelium in WT mice at PN1 (Fig. 5B). Upk1b was not significantly localized in the superficial cell layer, and E-cadherin was localized in the monolayer urothelium in Ahnak KO mice at PN1 (Fig. 5E). c-kit was detected in interstitial cells of Cajal–like cells (ICC-LCs) located in the well-developed α-SMA-positive ureter muscle layer in WT mice (Fig. 5C). c-kit positive cells were reduced in the adjacent α-SMA positive thin smooth muscle layer in the Ahnak KO ureter at PN1 (Fig. 5F).

**Fig. 5:**
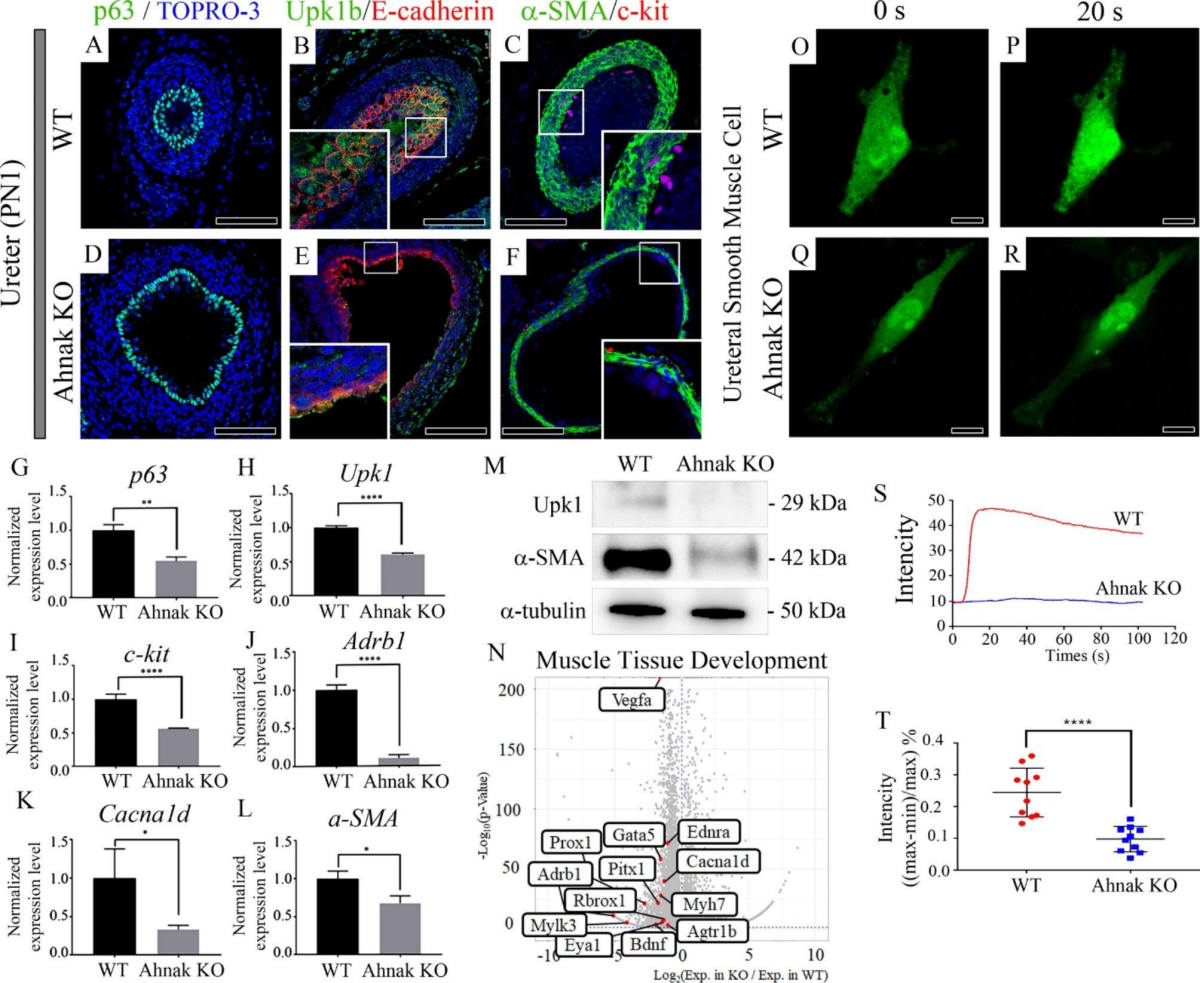
Alteration of ureter markers and calcium imaging in Ahnak KO mice at PN1. (**A**) p63 marks basal cell layer and multilayered basal cell layer is detected in WT ureter. (**D**) In Ahnak KO ureter, p63 positive mono basal cell layer and expanded lumen is observed at PN1. (**B**) Uroplakin 1b (Upk1b), a urothelium marker, and E-cadherin double-staining results show that multilayered urothelium is developed at PN1 in WT. (**E**) Upk1b and E-cadherin are weakly localized in Ahnak KO at PN1. (**C**) Thick α-SMA-positive muscularis layer is observed in WT ureter at PN1. c-kit, interstitial cells of Cajal-like cells (ICC-LCs) marker, is localized adjacent to the smooth muscle layer in WT ureter. (**F**) c-kit and α-SMA are weakly or not localized around thin smooth muscle layer in Ahnak KO mice. (**G**) Expression level of *p63* is reduced in Ahnak KO ureter compared to WT at PN1. (**H**) *Upk1b* expression level is decreased in Ahnak KO ureter compared with WT. (**I**) Relative expression level of *c-kit* is down-regulated in Ahnak KO ureter compared to WT at PN1. (**J**) *Adrb1* expression level is reduced in Ahank KO compared to WT. (**K**) Expression level of *Cacna1d* is decreased in Ahank KO ureter compared with WT. (**L**) α-SMA expression level is lower in Ahnak KO ureter compared to WT ureter at PN1. (**M**) Upk1b and α-SMA protein level is down-regulated in Ahnak KO mouse ureter at PN1. (**N**) Volcano plot presenting down-regulated genes related to muscle tissue development, such as *Adrb1* and *Cacna1d* in Ahnak KO ureter. (**O, P**) The green fluorescent protein (GFP) response by Fluo-4 is significantly increased in WT ureter smooth muscle cells after CaCl_2_ treatment. (**Q, R**) GFP response by Fluo-4 is not altered in Ahnak KO ureter smooth muscle cell after CaCl_2_ treatment. (**S**) GFP intensity is dramatically up-regulated in WT but not Ahnak KO ureter smooth muscle cells until 100 s after CaCl_2_ treatment. (**T**) GFP intensity of ureter smooth muscle cells ((max-min)/max) is much higher in WT compared to Ahnak KO (n = 10). *, *P* < 0.05; **, *P* < 0.01; ****, *P* < 0.0001; ns, not significant; Scale bar, A-F, 100 μm, O-R, 20 μm

To evaluate gene expression levels, qPCR of *p63, upk1b* and *c-kit* was performed at PN1 ureter. The expression levels of *p63* (*P* < 0.05), *upk1b* (*P* < 0.0001), and c-kit (*P* < 0.05) were reduced in Ahnak KO ureters compared with WT ureters at PN1 (Fig. G-I). To confirm calcium homeostasis and smooth muscle development, the expression levels of *Adrb1, Cacna1d* and *α-SMA* were determined by qPCR (Fig. 5J-L). The expression levels of calcium homeostasis regulator genes *Adrb1 and Cacna1d* were reduced in Ahnak KO mice (Fig. 5J,K). The expression level of α-SMA (*P* < 0.05) was reduced in Ahnak KO ureters compared with WT ureters (Fig. 5L). To confirm the protein level, western blotting was performed (Fig. 5M). Upk1b and α-SMA protein level was reduced in Ahnak KO mouse ureter at PN1. Decreased genes expression of muscle tissue development related genes in Ahnak KO was observed in the volcano plot compared with WT in the PN1 ureter (Fig. 5N). The 13 well known muscle tissue development related genes downregulated differentially expressed genes (DEGs), including calcium signaling regulators such as *Cacnb4Adrb1, Cana1d, Vegfa, Ednra, etc.*, were presented in a volcano plot for Ahnak KO ureter (Fig. 5N; DEGseq *P* < 0.05 and fold change > 2).

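Of the genes labelled in Fig. 5N, 12 have symbols in the deposited table, and the label Rbrox1 has none. All 12 were lower in the library labelled Ahnak KO ureter, and 8 of them by more than 2-fold, with Mylk3 counted by its limit. Vegfa (gene number 22339) had 3475 counts against 16340 in the WT library, a log2 ratio of -1.44. Prox1 had a log2 ratio of -1.79, Pitx1 of -1.34, Gata5 of -1.32 and Myh7 of -1.24. Ednra and Eya1 both had -0.86, Bdnf had -0.74 and Agtr1b had -0.58. Cacnb4, named in the text beside them, had 60 counts against 126, a log2 ratio of -0.22. Mylk3 was listed at 0 against 25 counts and was at least 4.81-fold lower. Among planned settings on counts, of the other 4, Eya1 and Bdnf passed a ratio of 2 only with log2(CPM + 0.1), Ednra only with library size alone, and Agtr1b with none. The formula of DEGseq, added after the data were examined, puts all 12 past it. The median of the 12 genes was -1.15, or -1.28 with genes at their limit, and since the study picked them from these libraries it is not independent evidence.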

To examine the functional response of smooth muscle cells (SMCs), calcium imaging was performed on primary ureteral SMCs using Fluo-4 AM calcium indicator dye (Fig. 5O-T). The cytosolic calcium activation response was clearly observed in WT but not in Ahnak KO ureteral SMCs (Fig. 5O-R, Additional file 1: Movie S1, S2). The intensity of Fluo-4 AM was recorded in ureteral SMCs in both WT and Ahnak KO mice (Fig. 5S). After CaCl_2_ treatment, Fluo-4 AM intensity was remarkably increased in WT ureteral SMCs. However, Ahnak KO ureteral SMCs responded weakly to CaCl_2_ treatment (Fig. 5T).

## Discussion

Ahnak expression was previously identified using single-cell RNA sequencing in the kidney, especially in podocytes [17]. However, its localization and functions have not yet been elucidated in the renal system. In this study, we performed IHC and confirmed that Ahnak protein is broadly localized in the kidney and ureter. In addition, Ahnak was selectively localized in podocytes in the glomerulus and collecting duct membrane. Moreover, Ahnak was strongly observed in the Tm, TM, and TA during ureteral development (Fig. 1). From these results, we hypothesized that malfunction of kidney and ureter may have induced in Ahnak KO mice.

To confirm the function of Ahnak in kidney and ureter development, Ahnak KO mice were analyzed at E15.5 and PN1. Hydronephrosis and hydroureter formation were observed in Ahnak KO mice indicating that Ahnak may play pivotal roles during renal system development, especially for proper kidney and ureter formation (Fig. 2). To identify the specific role of Ahnak, bulk-RNA sequencing was performed on the kidneys and ureters of WT and Ahnak KO mice at PN1. RNA sequencing results indicated that Ahnak regulates cellular calcium homeostasis and voltage-gated ion channel activity in the kidney, cellular calcium homeostasis, muscle development, and muscle contraction in the ureter (Fig. 3).

Intensity of calcium regulator proteins Best3, Cacnb4, and P2rx3, were lower in Ahnak KO kidneys than in WT kidneys (Fig. 4). Best3 is a chloride channel activated by Ca^2+^ and contributes to smooth muscle contraction [18]. Cacnb4, detected in the cerebellum, kidney, and testis contributes to the function of calcium channels and regulates cell proliferation and cell cycle progression [19, 20]. P2rx3 is activated by ATP and is capable of admitting Ca^2+^ into the cytoplasm [21]. qPCR results revealed downregulated *Best3*, *Cacnb4* and *P2rx3* expression levels in Ahnak KO kidneys compared to WT, similar to the RNA-sequencing results (Fig. 4). In Ahnak KO mice, the levels of calcium-related genes were downregulated in the kidneys. Moreover, c-kit, which produces a peristaltic wave, was selectively reduced by Ahnak loss in the kidney pelvis. These results suggest that the loss of Ahnak in the kidney causes calcium imbalance and kidney diseases such as hydronephrosis.

Urothelium thickness was significantly reduced, as confirmed by p63 and Upk1 localization in Ahnak KO ureters. In addition, a thin smooth muscle layer and weak peristalsis trigger protein, c-kit, were observed in Ahnak KO mice compared to those in WT mice. qPCR results indicated that the expression levels of cellular calcium iron homeostasis, peristalsis trigger, and smooth muscle-related genes were reduced in Ahnak KO ureters compared to WT ureters (Fig. 5). These results indicate that defects in the ureter and hydroureter may be caused by calcium imbalance, peristalsis, and smooth muscle formation in Ahnak KO mice.

Peristalsis is one of most pivotal functions in ureter for discharge of urine from kidney to urinary bladder [22]. Peristalsis trigger, c-kit, was reduced in Ahnak KO mouse kidney and ureter. To confirm the contractive function of SMCs in the ureter, calcium imaging was performed on SMCs isolated from the proximal region of the ureter. After CaCl_2_ treatment, SMCs from Ahnak KO ureters did not respond to calcium (Fig. 5). These results showed that both peristalsis and muscle contraction function were absent in the SMCs of the ureters of Ahnak KO mice.

Previous studies have reported that non-obstructive hydronephrosis is caused by an excessive volume of urine [23],[24]. Ahnak KO newborn mice are generally eaten by female mice, which may be due to abnormalities. Therefore, we analyzed PN1 mice and could not have analyzed not only urine volume but also urine components.

## Conclusions

Ahnak is broadly localized in the kidney and ureter during development and regulates critical signaling in terms of ion channel activity, transmembrane transporter activity, cellular calcium ion homeostasis in the kidney, and muscle development, muscle contraction, and calcium ion homeostasis in the ureter. Moreover, hydronephrosis and hydroureter formation were observed in Ahnak KO mice, indicating that Ahnak plays a pivotal role in proper renal system formation by regulating calcium homeostasis and smooth muscle function (Fig. 6).

**Fig. 6:**
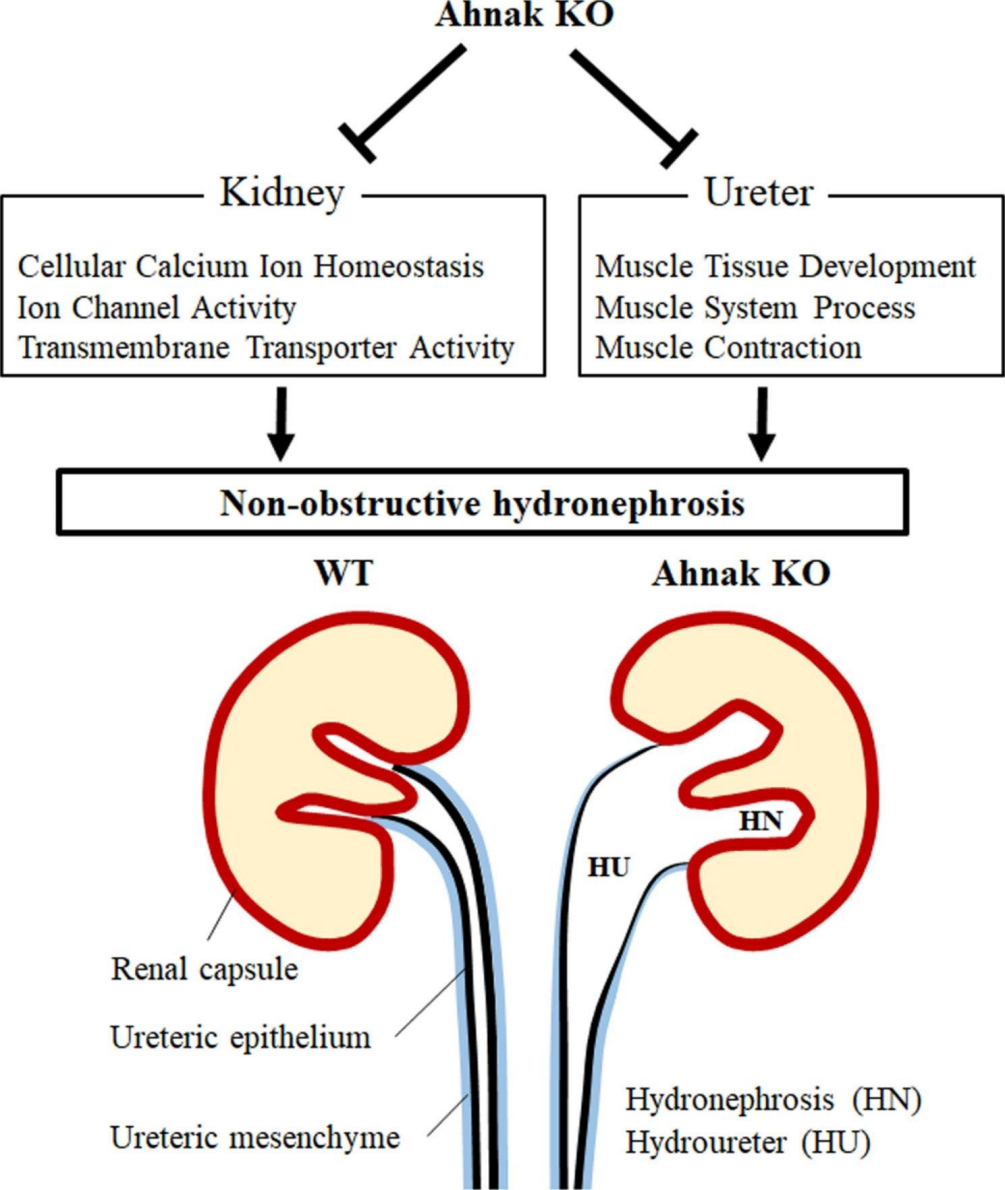
Schematic diagram of Ahnak KO in urinary system. The levels of ion channel activity, transmembrane transporter activity, and calcium ion homeostasis-related genes is reduced in Ahnak KO kidneys. Muscle development, muscle system processes, and muscle contraction-related gene expression is downregulated in the Ahnak KO ureter. This altered gene expression may induce hydronephrosis and hydroureter formation through the loss of calcium homeostasis and muscle development, including peristalsis

## Materials and methods

### Animals and animal maintenance

All animal experiments were approved by the Yonsei University Health System Institutional Animal Care and Use Committee (YUHS-IACUC) in accordance with the Guide for the Care and Use of Laboratory Animals (National Research Council, USA). The animal study plan for these experiments (2021-0096) was reviewed and approved by this committee. All experiments were performed in accordance with the guidelines of this committee.

Ahnak KO mice were kindly provided by Prof. Bae (Department of Life Sciences, Ewha Woman’s University, Seoul, Korea). Exon 5 of the Ahnak gene was disrupted to produce Ahnak KO mice, as reported previously. 

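In the GENCODE M21 annotation of GRCm38, Ahnak lies on the plus strand of chromosome 19 from 8989284 to 9076914. The transcript Ahnak-202 has 5 exons and 18100 nucleotides. Its exon 5 runs from 9001699 to 9019196 and holds 17498 nucleotides, 96.7% of the transcript. The transcript Ahnak-201 has 6 exons and 830 nucleotides and lacks that long exon. The deposited table sums each gene over its transcripts, so it does not show how many Ahnak reads fall in exon 5. In FPKM, Ahnak was at 9.91 and 11.1 in the libraries labelled Ahnak KO kidney and at 13.5 and 12.0 in the WT kidney libraries.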

Using the previously reported procedures, genomic DNA extracted from tails was used for genotyping [25]. In this study, embryonic day (E) 12.5 (Mesonephros), E15.5 (Metanephros), and postnatal day (PN) 1 immediately after birth, which were reported to be important stage of renal development in previous studies, were analyzed [26]. Embryos were dissected renal system and analyzed WT and Ahnak KO at E12.5, E15.5 and PN1 in PBS. Specimens were fixed in 4% PFA/PBS.

### Bulk RNA-sequencing (RNA-seq)

2–4 kidney or ureter from PN1 mice were obtained and RNA was extracted by TRIzol. mRNA libraries were prepared using TruSeq Stranded mRNA Preparation kit (Illumina, CA, USA) according to the manufacturer’s instruction. RNA-seq was performed using Illumina HiSeq2500 sequencing platform. Cutadapt (version 2.8) was used to trim adaptor sequence and discard low quality reads [27]. Two biological replicates for each species were performed with RNA-seq, and were analyzed. The trimmed and filtered reads were mapped on reference genome (GRCM Reference 39, INSDC Assembly GCA_000001635.9) using STAR version 2.7.1a [28]. The expression level of genes and transcripts were calculated using Cufflinks version 2.2.1 [29]. Differentially expressed genes (DEGs) were identified using DESeq version 1.44.0 (Anders and Huber 2010) with p-Value < 0.05 and |fold change| > 2 threshold. Gene set analysis of significant DEGs for gene ontology (GO) terms were performed using clusterProfiler (version 4.0.4), a R package for interpretation of omics data [30]. Visaulization of DEGs on a map of signaling pathway was performed using Pathview version 1.30.1, a R package for pathway based data integration and visualization [31]. The RNA-seq data have been deposited in the Gene Express Omnibus (GEO) database [GEO: GSE218925]. The statistical analysis and visualization of RNA-seq data was performed by NGeneS Inc. (Ansan-si, Republic of Korea).

### Morphology analysis on kidney and ureter of Ahnak knockout animal

The statistical analysis was performed for confirm kidney and ureter phenotype difference with WT and Ahnak KO. Analyzing factor is kidney width, hydronephrosis kidney ratio, hydroureter ratio and urothelium thickness. To analyze factor in kidney and ureter, software (Image J) was used. Kidney is measured the length from pelvic to outline of kidney for obtaining kidney width. Urothelium is measured the length from tip of superficial cell layer to basal cell, located in inner smooth muscle for obtaining urothelium thickness. Count number of hydronephrotic kidney among WT and Ahnak KO kidney. Count number of hydroureter among WT and Ahnak KO ureter. Calculating ratio of hydronephrosis/total kidney and hydroureter/total ureter in WT and Ahnak KO for each.

### Histology and immunofluorescence

The samples were fixed in 4% paraformaldehyde and processed as per the standard procedure. Six-micron-thick sections were prepared for hematoxylin/eosin (H&E) staining and immunostaining. The specimens were boiled in citrate buffer (pH 6.0) for antigen retrieval and blocked using 1% goat serum or 5% bovine serum albumin in PBS. The specimens were incubated with primary antibodies against monoclonal rabbit anti-Ahnak (1:200, produced by Prof. Bae’s lab, Department of Life Sciences, Ewha Woman’s University, Seoul, Korea), monoclonal rabbit anti-p63 (1:200, GeneTex), monoclonal rabbit anti-upk1b (1:200, Invitrogen), monoclonal mouse anti-E-cadherin (1:200, BD Transduction), monoclonal rabbit anti-c-kit (1:100, Abcam), monoclonal mouse anti-α-SMA (1:200, Invitrogen) at 4 °C overnight. The following day, these sections were incubated with a secondary antibody Alexa488-conjugated goat-anti-rabbit IgG (1:200, Invitrogen), Alexa488-conjugated goat-anti-mouse IgG (1:200, Invitrogen), Alexa555-conjugated goat-anti-mouse IgG (1:200, Invitrogen), Alexa555-conjugated goat-anti-rabbit IgG (1:200, Invitrogen) and counterstained with TO-PROTM-3 (T3605, Invitrogen, OR, USA; 1:1000) to visualize nuclei. All specimens were examined using a confocal laser microscope (DMi8, Leica, Germany).

### Real-time quantitative polymerase chain reaction (qPCR)

qPCR was performed on extracted DNA from PN1 kidney and ureter in WT and Ahnak KO. Total RNA was extracted from kidney and ureter using TRIzol® reagent (#15596-026, Thermo Fisher Scientific, USA). cDNA was made from the mRNA of each type of tissue using Maxime RT PreMix according to manufacturer’s instructions (#25,081, iNtRON, Korea). qPCR was performed using a StepOnePlus Real-Time PCR System (Applied BioSystems, USA). qPCR was performed using a StepOnePlus Real-Time PCR System (Applied Biosystems). The amplification program consisted of 40 cycles of denaturation for 15 s, annealing for 1 min and extension for 20 s at primer specific temperature. The expression levels of each gene are expressed as normalized ratios against the β2 microglobulin (B2M) housekeeping gene. Primers sequence for pPCR in selected genes were shown in Additional file 1: Table S1.

### Western blot

Cell extracts from PN1 kidney or ureter tissues were fractionated by SDS-PAGE and transferred to a polyvinylidene difluoride membrane (PVDF; Millipore) using a transfer apparatus according to the manufacturer’s protocols. After incubation with 5% skim milk in TBST (10 mM Tris, pH 7.4, 150 mM NaCl, 0.1% Tween 20) for 1 h, the membrane was incubated with primary antibodies at 4 °C overnight. Membranes were washed three times for 10 min and incubated with HRP-conjugated secondary antibodies for 2 h. Blots were washed three times with TBST and developed with the ECL system (RPN2232, GE Healthcare Life Sciences, USA) according to the manufacturer’s protocols.

### Statistical analysis

The graphic results were expressed as the mean ± standard deviation (SD). A GraphPad Prism 7 (GraphPad Software, San Diego, CA, USA) was used to analyze the data. Comparison of multiple groups was performed by one-way ANOVA followed by Tukey’s multiple comparisons test. A p value < 0.05 was considered significant.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

## Data Availability

The RNA-seq data have been deposited in the Gene Express Omnibus (GEO) database [GEO: GSE218925].

## Abbreviations

CAKUT: congenital anomalies of the kidney and urinary tract
KO: knockout
IHC: immunohistochemistry
UB: ureteric bud
MM: metanephric mesenchyme
K8: Keratin-8
WT1: Wilms tumor-1
LTL: Lotus Tetragonolobus Lectin
TA: tunica adventitia
TM: tunica muscularis
Tm: tunica mucosa
H&E: hematoxylin and eosin
WT: wild-type
PN: postnatal
DEGs: differentially expressed genes
GO: Gene Ontology
qPCR: real-time quantitative polymerase chain reaction
RNA-seq: Bulk RNA-sequencing
GEO: Gene Express Omnibus

# Supplementary material for: Ahnak is required to balance calcium ion homeostasis and smooth muscle development in the urinary system
**Source:** Cell Biosci. 2023 Jun 12;13:108. doi: 10.1186/s13578-023-01055-x
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Table S1.** Target primer sequence for qPCR

|  | **Target primer** | **Forward** |
| --- | --- | --- |
| 1 | Best3 | Forward : 5’ – CCA GTA ACC TTT GTG CTT GGG - 3’ |
|  |  | Reverse : 5’- CAT CAG CGT CCT TCT GAG CA - 3’ |
| 2 | Cacnb4 | Forward : 5’- GAG GGC TGT GAG ATT GGC TT -3’ |
|  |  | Reverse : 5’- TGT GGG AGT TGC TCG GAA TG - 3’ |
| 3 | P2rx3 | Forward : 5’- CCT ACT TTG TGG GGT GGG TT -3’ |
|  |  | Reverse : 5’- CTG TTG GCA TAG CGT CCG AA - 3’ |
| 4 | c-kit | Forward : 5’- ATA GAC CCG ACG CAA CTT CC -3’ |
|  |  | Reverse : 5’- GCA TCT TCA CGG CAA CTG TC - 3’ |
| 5 | α-SMA | Forward : 5’- CAC GAA ACC ACC TAT AAC AGC ATC -3’ |
|  |  | Reverse : 5’- CCA GAC AGA GTA CTT GCG TTC T - 3’ |
| 6 | p63 | Forward : 5’- ATG ATG GGC ACT CAC ATG CC -3’ |
|  |  | Reverse : 5’- GAG CAG CCC AAC CTT GCT AA - 3’ |
| 7 | upk1b | Forward : 5’- CAG CAA CAC AAC GCG ACT TT -3’ |
|  |  | Reverse : 5’- GTC ATT GGT TGG GGG ACT GT - 3’ |
| 8 | Adrb1 | Forward : 5’- CTG CTA CAA CGA CCC CAA GT -3’ |
|  |  | Reverse : 5’- CAC GTA GAA GGA GAC GAC GG - 3’ |
| 9 | Cacna1d | Forward : 5’- TTA GTG ACG CCT GGA ACA CG -3’ |
|  |  | Reverse : 5’- TTT CAG ATG GGT CGG CTT CG - 3’ |
| 10 | B2m | Forward : 5’- CCT GGT CTT TCT GGT GCT TG -3’ |
|  |  | Reverse : 5’- CCG TTC TTC AGC ATT TGG AT - 3’ |

**Table S2.** Top 15 down-regulated genes in Ahnak KO Kidney

|  | **DEG** | **Description** | **log2.Fold_change** | **p.value** |
| --- | --- | --- | --- | --- |
| 1 | Grin2c | glutamate receptor, ionotropic, NMDA2C (epsilon 3) | -2.784723795 | 0.021526006 |
| 2 | Cacnb4 | calcium channel, voltage-dependent, beta 4 subunit | -2.318066771 | 3.85E-201 |
| 3 | Kcng4 | potassium voltage-gated channel, subfamily G, member 4 | -3.954648796 | 6.39E-05 |
| 4 | Kcnh4 | potassium voltage-gated channel, subfamily H (eag-related), member 4 | -3.485163513 | 0.001161971 |
| 5 | Scn3b | sodium channel, voltage-gated, type III, beta | -3.244155413 | 0.003734321 |
| 6 | Best3 | bestrophin 3 | -4.308285751 | 3.64E-06 |
| 7 | Ankmy1 | ankyrin repeat and MYND domain containing 1 | -4.177041217 | 1.14E-05 |
| 8 | Gabrd | gamma-aminobutyric acid (GABA) A receptor, subunit delta | -3.954648796 | 6.39E-05 |
| 9 | Grid2 | glutamate receptor, ionotropic, delta 2 | -3.244155413 | 0.003734321 |
| 10 | Best1 | bestrophin 1 | -1.124799236 | 6.04E-10 |
| 11 | P2rx3 | purinergic receptor P2X, ligand-gated ion channel, 3 | -5.829117914 | 3.50E-16 |
| 12 | Pkd2l2 | polycystic kidney disease 2-like 2 | -4.485163513 | 6.66E-07 |
| 13 | Oxt | oxytocin | -3.485163513 | 0.001161971 |
| 14 | Ghrl | ghrelin | -3.369686295 | 0.00208244 |
| 15 | Aqp5 | aquaporin 5 | -1.249846525 | 8.18E-08 |

**Table S3.** Top 15 down-regulated genes in Ahnak KO Ureter

|  | **DEG** | **Description** | **log2.Fold_change** | **p-value** |
| --- | --- | --- | --- | --- |
| 1 | Adrb1 | adrenergic receptor, beta 1 | -5.137462579 | 6.65E-12 |
| 2 | Actc1 | actin, alpha, cardiac muscle 1 | -2.225776051 | 0 |
| 3 | Bmp10 | bone morphogenetic protein 10 | -4.164429626 | 2.58E-06 |
| 4 | Myl2 | myosin, light polypeptide 2, regulatory, cardiac, slow | -4.538825141 | 4.57E-08 |
| 5 | Myoz1 | myozenin 1 | -5.835806879 | 1.35E-18 |
| 6 | Myoz2 | myozenin 2 | -5.267523119 | 6.05E-13 |
| 7 | Acta1 | actin, alpha 1, skeletal muscle | -1.505113544 | 3.96E-187 |
| 8 | Cacna1d | calcium channel, voltage-dependent, L type, alpha 1D subunit | -1.320920111 | 1.60E-40 |
| 9 | Cacna1h | calcium channel, voltage-dependent, T type, alpha 1H subunit | -1.081967466 | 4.96E-59 |
| 10 | Kcnq1 | potassium voltage-gated channel, subfamily Q, member 1 | -5.713322872 | 3.29E-17 |
| 11 | Scn5a | sodium channel, voltage-gated, type V, alpha | -5.749392127 | 1.32E-17 |
| 12 | Neb | nebulin | -3.109981842 | 5.36E-26 |
| 13 | Nrg1 | neuregulin 1 | -5.431909937 | 2.20E-14 |
| 14 | Oxtr | oxytocin receptor | -5.024251968 | 4.60E-11 |
| 15 | Adgrb1 | adrenergic receptor, beta 1 | -5.137462579 | 6.65E-12 |

**Movie S1**

GFP response by Fluo-4 is significantly increased in WT ureter smooth muscle cells after CaCl_2_ treatment.

**Movie S2**After CaCl_2_ treatment, GFP response by Fluo-4 is not altered in Ahnak KO ureter smooth muscle cell.

How the deposited data were processed for this re-analysis (not part of the article)

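The series holds bulk RNA-seq of mouse tissue at PN1, with 2 Ahnak KO kidney, 2 WT kidney, 1 Ahnak KO ureter and 1 WT ureter libraries, while the methods state 2 biological replicates without naming the tissue. The methods name the TruSeq Stranded mRNA kit, an Illumina HiSeq2500, Cutadapt, STAR and Cufflinks, and give GRCm39 as the genome, while the deposited table is named for mm10. The results name DEGseq and the methods name DESeq. The table gives, for 24532 genes in 6 libraries, an estimated read count as a whole number, FPKM and TPM. FPKM and TPM are the authors' normalized values and the counts are not normalized. Since the counts are estimates by Cufflinks, a count of 0 is the table's entry and not proof that no read was sequenced. Gene numbers matched the RefSeq annotation of GRCm38 for 24462 genes, and 27 symbols that had turned into dates were restored by gene number.

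Kidney counts were tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test with 2 residual degrees of freedom, Benjamini-Hochberg adjustment) in R 4.3.3, with genotype as the only term. The test had been planned for read counts and was run on the deposited estimated counts. The standard errors given are the absolute log2 fold change divided by the square root of the F statistic, an approximation. The estimated common dispersion was 0.0540. Lists of genes were tested with camera (preset correlation 0.01, 12 lists adjusted together) and fry from limma 3.58.1. A further 5 lists hold genes chosen by the study on these libraries, so their tests are not independent evidence. Alternatives used DESeq2 1.42.0 (its Wald test, and its size factors in edgeR), no filter, at least 10 counts in every library, a replicate block, all 6 libraries in one fit, summed reads with an exact binomial test, limma on log2(FPKM + 1) and log2(FPKM + 0.1), and leaving out each library in turn. The ureter libraries were compared by the log2 ratio of CPM + 0.5 with TMM factors, with alternatives in scaling, pseudocount (0.1), minimum counts (any, or 50) and FPKM, and with an exact binomial test of the reads. Ureter lists were placed among 10000 random lists drawn within 20 bins of mean expression. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the rest.

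The lists covered ion channel families, voltage-gated calcium channel subunits, calcium handling, striated muscle, smooth muscle, urothelium, kidney tubule and podocyte, red blood cell, adrenal cortex, brown fat, Y chromosome, and dissociation and injury response genes, with Xist as a list of 1 gene, and the study's genes from the kidney qPCR, the ureter qPCR, Table S2, Table S3 and Fig. 5N. The lists, the tests, most alternatives and the rule for naming genes were fixed before the data were examined. The rule covered Ahnak, every gene the paper names from RNA-seq or qPCR, members of the lists, the 5 largest falls and rises among kidney genes with an adjusted p under 0.05, a mean of at least 1 CPM and genotypes that do not overlap, and the 5 largest falls and rises in ureter among genes with at least 100 counts. In kidney the rule gave Gvin1 and Rnf8-cmtr1. Rn45s, Capn11, Rnf8 and Cmtr1 were named after their values were seen. The DEGseq formula on single libraries and a crossed replicate block were added after the data were examined.

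The 4 kidney libraries held between 55744703 and 66095616 counts and the ureter libraries 36410246 and 54985927, so a limit of 3 counts stood for 0.0454 to 0.0824 CPM. On simulated kidney counts with 200 changed genes, edgeR recovered 90.0% at a log2 change of 1 with a dispersion of 0.01, and 12.0% with a dispersion of 0.05. At a log2 change of 2 it recovered 97.5% and 95.5%. The simulation gave every gene the same dispersion and held no divergent library, so it does not show the recovery in these data. The test of 2 libraries was simulated with counting error only (a dispersion of 0), so its recovery of 100% of genes changed by 1.5 on the log2 scale shows that the code runs as meant and says nothing on variation between mice. Among simulated lists of 30 genes, 94.0% of unshifted lists lay inside the central 95% of random lists, and 100% of lists shifted by -0.5 were found. The simulated lists were drawn at random from the same genes as the random lists. They show that the code runs as meant, and not how lists of genes that move together would fall. Raw reads were not remapped, and GO enrichment was not repeated because no GO annotation was at hand. No values were computed for the qPCR, staining, Western blot or calcium imaging experiments.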

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

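Except for the comparison of striated with smooth muscle, the tests in this part were chosen after the results were seen.

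Adrb1, Actc1, Kcnq1, Nrg1 and Agtr1b were higher in both Ahnak KO kidney libraries than in both WT kidney libraries and lower in the library labelled Ahnak KO ureter, a difference between tissues that was not tested. In ureter Adrb1 was at least 10.0-fold, Kcnq1 at least 15.0-fold and Nrg1 at least 12.3-fold lower, and Actc1 and Agtr1b had log2 ratios of -2.01 and -0.58. The kidney log2 fold changes ran from 0.091 (standard error 0.684) for Adrb1 to 0.63 (standard error 0.535) for Nrg1, and each of the 5 genes had an adjusted p of 1.00 in edgeR. Adrb1, Kcnq1 and Nrg1 were listed at 0 in the library labelled Ahnak KO ureter. More frequent listing of low counts at 0 in that library cannot be told apart from a fall in expression. In bands that stand for 20 to 30 counts at equal depth, 20.0% of genes were at 0 there (95% Wilson interval 16.4% to 24.1%) against 17.4% in the opposite direction (14.3% to 21.0%), and for 40 to 60 counts 6.98% against 4.48%, with intervals that overlap. For Actc1, striated muscle tissue carried into the WT library cannot be told apart from a change in the ureter, because the striated muscle median lay -0.63 from the smooth muscle median on the log2 scale but both libraries held striated muscle transcripts. Ckm had 66.1 and 77.4 CPM, and the 12 striated muscle genes with at least 1000 counts ran from -2.01 to 0.30. A genotype effect that differs between the tissues stays open and untested.

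Xist, which the paper does not discuss, had 3096 CPM in Ahnak KO kidney replicate 1 and at most 36 counts in each of the other 5 libraries. The same library had 0 counts on the 4 Y chromosome genes, and the others had 8415 to 18055. This is consistent with kidneys of female mice in that library alone, and a mislabelled sample was not tested. Whether sex contributes to the genes that are low in this library cannot be told apart from other properties of the library, because the value of 3096 CPM marks the only library of its kind.

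Rn45s took 8.06% of the counts in the library labelled Ahnak KO ureter and 0.496% to 0.632% in the other 5 libraries. By library size alone more genes were lower than higher in that library, with a median log2 ratio of all genes of -0.20. Leaving Rn45s out of the totals moved the median to -0.10 (bootstrap standard error 0.00433), which argues against Rn45s as the whole cause. A difference in the removal of ribosomal RNA between libraries may explain the share of Rn45s itself, and no biological explanation was tested.

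Capn11 was at least 100.5-fold higher in Ahnak KO kidneys, with 190 and 357 counts against 0 and 0, and it had 184 counts in the library labelled Ahnak KO ureter and 8 in the WT ureter library. Its adjusted p in kidney was 0.195 in edgeR. Listing of genes on or off by library irrespective of genotype cannot be told apart from a genotype effect. Among genes at 0 in 2 kidney libraries and at 100 counts or more in the other 2, the split by genotype held 2, Gvin1 and Capn11, and the splits that mixed the genotypes held 1 and 3, too few genes to decide. An effect of genotype or of strain on Capn11 stays open.

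Klhdc7a was at least 1785-fold higher in the library labelled Ahnak KO ureter, with 3092 counts against 0. In kidney it had 2861 counts in WT replicate 1 and 0 in the other 3 libraries. The 2861 counts beside 0 in the other WT kidney library are in line with a gene listed on or off by library irrespective of genotype, and a genotype effect alone would not give that difference.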

How the results depend on the processing

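The adjusted kidney counts, 2 lower and 0 higher, were 2 and 0 with DESeq2's size factors and without a filter. With at least 10 counts in every library and with a crossed replicate block, added after the data were examined, 1 gene was lower and 0 were higher. With a replicate block, with all 6 libraries in one fit, and with limma on log2(FPKM + 1) or log2(FPKM + 0.1), the counts were 0 and 0. The DESeq2 Wald test gave 19 lower and 25 higher, and summed reads gave 4776 and 4903. Summing removes the spread between replicates by construction, and the cause of the other changes was not tested.

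At the study's threshold, 49 lower and 39 higher kidney genes became 15 and 15 with log2(FPKM + 1) and 130 and 72 with log2(FPKM + 0.1); the cause was not tested. DESeq2's size factors, no filter, at least 10 counts, the blocks, all 6 libraries, the Wald test and summed reads stayed within 1.5 times both counts. The DEGseq formula on 1 library against 1, chosen after the data were examined, gave 1535 lower and 568 higher for Ahnak KO replicate 1 against WT replicate 1, 1356 and 631 against WT replicate 2, 599 and 619 for Ahnak KO replicate 2 against WT replicate 1, and 738 and 988 against WT replicate 2. This setting uses fewer samples and no spread between replicates. With the fold change alone, the 4 fits that each left out a library gave from 491 to 1151 lower genes (1151 without Ahnak KO replicate 2) and from 406 to 654 higher genes (654 without WT replicate 1).

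The ureter counts of 926 lower and 717 higher became 1629 and 1142 with log2(CPM + 0.1), or 1614 and 1142 with the read test as well. They were 1974 lower with log2(FPKM + 0.1), 243 higher with log2(FPKM + 1), and 2190 and 1220 with the DEGseq formula, chosen after the data were examined. A smaller pseudocount raises the ratio of genes near 0 by construction, and the cause of the other changes was not tested. Library size, DESeq2's size factors, any count and at least 50 counts stayed within 1.5 times both counts.

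For kidney lists, the ion channel median of 0.017 ran from -0.032 to 0.042 over the fits without 1 library. With the DEGseq formula it was -0.022 and -0.060 for Ahnak KO replicate 1 against WT replicates 1 and 2, and -0.021 for replicate 2 against 2. The calcium channel subunits ran from -0.15 to 0.053 without 1 library, and were 0.15 for replicate 1 against 1 and -0.17 for replicate 2 against 2. The calcium handling median ran from 0.022 to 0.073 without 1 library, was 0.060 with a replicate block, stayed at 0.042 with fry and with an estimated correlation, each of these 3 with an unadjusted p over 0.05, and was -0.023 and 0.074 for Ahnak KO replicate 1 against WT replicates 1 and 2. The striated muscle median turned from -0.028 to 0.030 with at least 10 counts in every library. Kcng4 turned from 0.77 to -0.034 with a replicate block, and Gabrd from 0.74 to -0.19 with it and to -0.081 with a crossed block. The fits without Ahnak KO replicate 2 for Kcng4, Gabrd, P2rx3, Pkd2l2 and Ghrl and without WT replicate 1 for Kcng4 and Gabrd left at most 3 counts in an arm and gave no value. The cause was not tested for any of these changes.

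In ureter, library size alone gave -0.31 for ion channels, -0.57 for calcium channel subunits, -0.34 for calcium handling, -1.07 for striated muscle, -0.49 for smooth muscle and 0.32 for urothelium, which follows from the shift of all genes by scaling. With log2(CPM + 0.1) the striated muscle median was -1.14. None of these 6 lists changed direction with library size alone, and the Y chromosome list did, from 0.0011 to -0.20. Among kidney genes that the study names and that have a fitted value rather than a limit, 7 results under planned settings gained an adjusted p under 0.05, Ahnak with DESeq2's Wald test and Ahnak, Cacnb4, P2rx3, Aqp5, Kit and Acta2 with summed reads. The 10 genes of Table S3 at 0 in the library labelled Ahnak KO ureter had at most 85 counts in the other library, so depth limits them to lower bounds, and a change in the pseudocount alone changes their fitted ratio.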

Differences from the paper's values

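At the threshold of p under 0.05 and fold change over 2, edgeR found 49 genes lower in Ahnak KO kidneys against the paper's 1467, and 39 higher against the paper's 533. The paper prints its kidney counts beside Log2FC cutoffs of 0.5 for lower and 0.05 for higher genes, while its methods give the 2-fold threshold used here. With an unadjusted p under 0.05 and any fold change edgeR gave 96 lower and 131 higher genes, so a lower fold cutoff does not close the gaps either. None of the alternatives set before the data were examined closed either gap at the 2-fold threshold. The DEGseq formula on single libraries, chosen after seeing the values, gave 1535 lower and 568 higher for Ahnak KO replicate 1 against WT replicate 1 and 1356 and 631 against WT replicate 2, which lie within 1.5 times the paper's counts, and for Ahnak KO replicate 2 against WT replicate 1 it gave 619 higher within that range but 599 lower outside it. By fold change alone, without the p, the fit without Ahnak KO replicate 2 gave 1151 lower genes, and the 4 fits that each left out a library gave 406 to 654 higher genes, within 1.5 times the paper's counts. In ureter 926 genes were lower against the paper's 2115, and 717 were higher against the paper's 1150. Of the alternatives set before the data were examined, log2(CPM + 0.1) gave 1614 and 1142, within 1.5 times the paper's counts, and the other settings tested on reads did not. By fold change alone log2(FPKM + 0.1) gave 1974 and 990, also within that range. The DEGseq formula, chosen after seeing the values, gave 2190 and 1220.

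For kidney genes of Table S2, the log2 fold change of Cacnb4 was -0.46 against the paper's -2.32, Kcng4 0.77 against the paper's -3.95, Gabrd 0.74 against the paper's -3.95, Best1 -0.20 against the paper's -1.12, P2rx3 -1.11 against the paper's -5.83, Pkd2l2 -0.35 against the paper's -4.49, Ghrl -0.16 against the paper's -3.37 and Aqp5 -0.55 against the paper's -1.25. Of the alternatives set before the data were examined, Cacnb4 came within the larger replicate SD of its log2 CPM with a replicate block (-0.87), log2(FPKM + 0.1) (-0.85) and without Ahnak KO replicate 2 (-2.10). Aqp5 did so with a replicate block (-0.67), log2(FPKM + 0.1) (-0.62) and without Ahnak KO replicate 2 (-1.31), and Best1 without Ahnak KO replicate 2 (-0.69) and without WT replicate 2 (-0.63). A replicate block moved P2rx3 to -2.37, Pkd2l2 to -1.12, Ghrl to -1.26, Kcng4 to -0.034 and Gabrd to -0.19. These values were nearer the paper's and outside the replicate SD, while Best1, at -0.17, moved away. With log2(FPKM + 1), P2rx3 had -0.14, Pkd2l2 -0.025 and Ghrl -0.15, further from the paper's values. The other fits without 1 library moved both ways. Without WT replicate 2, Cacnb4 had -0.67, Pkd2l2 -0.98, P2rx3 -1.33, Kcng4 -0.014 and Gabrd 0.036, and without WT replicate 1 Ghrl had -0.49 and Aqp5 -0.61, nearer the paper's values and outside the replicate SD. Away from them, without Ahnak KO replicate 1, Cacnb4 had 0.28, Best1 0.16, Pkd2l2 0.64, Ghrl 0.84, Kcng4 1.76, Gabrd 1.73, P2rx3 -0.11 and Aqp5 -0.056. Without WT replicate 1, Best1 had 0.41, Pkd2l2 0.84, Cacnb4 -0.22 and P2rx3 -0.85, and without WT replicate 2 Ghrl had 0.26 and Aqp5 -0.49. For Kcng4, Gabrd, P2rx3, Pkd2l2 and Ghrl, the fit without Ahnak KO replicate 2 leaves 0 counts in the Ahnak KO library, which gives only a limit and decides nothing, and none of the others closed the gap. A crossed replicate block, chosen after seeing the values, gave -0.86 for Cacnb4 and -0.66 for Aqp5. The DEGseq formula on Ahnak KO replicate 1 against WT replicate 1, also chosen after seeing the values, gave -2.32 for Cacnb4, -3.96 for Kcng4 and Gabrd, -1.13 for Best1, -5.83 for P2rx3, -4.49 for Pkd2l2, -3.37 for Ghrl and -1.25 for Aqp5, and it placed all 15 genes of Table S2 past the threshold. Against WT replicate 2 it came within the replicate SD for Cacnb4 (-1.86), P2rx3 (-5.36) and Aqp5 (-1.36).

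In ureter, Actc1 had a log2 ratio of -2.01 against the paper's -2.23, Acta1 -1.29 against the paper's -1.51, Cacna1d -1.07 against the paper's -1.32, Cacna1h -0.86 against the paper's -1.08 and Neb -1.98 against the paper's -3.11. Of the alternatives set before the data were examined, library size alone came within the 95% counting error of the ratio for Actc1 (-2.21), Acta1 (-1.48), Cacna1d (-1.25) and Cacna1h (-1.05), log2(FPKM + 0.1) for Actc1 (-2.23), Acta1 (-1.51), Cacna1d (-1.21) and Cacna1h (-1.05), log2(FPKM + 1) for Actc1 (-2.20) and Acta1 (-1.45), and log2(CPM + 0.1) for Cacna1d (-1.11) and Neb (-2.70). The others did not. The DEGseq formula, chosen after seeing the values, gave -2.22, -1.50, -1.32, -1.08 and -3.11 for Actc1, Acta1, Cacna1d, Cacna1h and Neb.

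The paper lists all 15 genes of Table S2 as lower in Ahnak KO kidneys, and in edgeR 0 of the 9 tested passed an adjusted p under 0.05, and 1, Best3, had an unadjusted p under 0.05 with a fold change over 2. The others had too few counts to be tested. For 7 of the 15 genes, Ahnak KO replicate 2 lay above both WT libraries. The paper states that GO terms of channel activity and calcium homeostasis were lower in kidney, and the list medians were 0.017 for ion channels and 0.042 for calcium handling genes. These measures are unlike. The paper tested GO terms among its genes past the threshold, while the medians cover every tested member of lists made here. Such a median does not exclude enrichment among a few strongly lower genes. The paper places the genes of Table S3 past a 2-fold change, and Cacna1h, at -0.86, was past it with library size alone (-1.05), with log2(FPKM + 0.1) and with the DEGseq formula. Of the genes of Fig. 5N, 7 of 12 were past it by the fitted ratio and 8 with Mylk3 at its limit. By the fitted ratio, 8 were past it with library size alone, 10 with log2(CPM + 0.1) and 12 with the DEGseq formula, chosen after seeing the values. In Table S3 the entry for Adgrb1 repeats the paper's value for Adrb1. Adgrb1 had 0 counts against 56 and was at least 10.8-fold lower. By qPCR the paper found p63, Upk1b and c-kit reduced in Ahnak KO ureter. Trp63, Upk1b and Kit had log2 ratios of 0.19, 0.27 and 1.07 in the ureter libraries, the opposite direction.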

Other observations

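Except for the tests of kidney tissue in the ureter libraries and of depth in kidney, the tests in this part were chosen after the results were seen.

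The genes of Table S2 were low in Ahnak KO kidney replicate 1 in particular. The DEGseq formula on this library against WT replicate 1 returned the paper's values, such as -2.32 for Cacnb4 and -5.83 for P2rx3. If the list was picked from that pair, its genes are low in Ahnak KO replicate 1 by construction. A difference in depth explains the low values poorly. WT replicate 2 had 6706 genes at 0, and Ahnak KO replicate 1 had 7755 with slightly more counts. Low counts may have been listed at 0 more often in this library, since 24.4% of genes with 20 to 30 counts in WT replicate 1 were at 0 there, against 4.55% in Ahnak KO replicate 2 and 5.30% in WT replicate 2. This covers the 12 genes at 0 there, but P2rx3 less well, since it had 65 and 40 counts in the WT libraries. Among genes with 40 to 60 counts in WT replicate 1, 6.61% were at 0 in Ahnak KO replicate 1, 0.550% in Ahnak KO replicate 2 and 0.183% in WT replicate 2. More frequent listing at 0 does not cover Cacnb4, Best1 and Aqp5, whose lowest count in Ahnak KO replicate 1 was 45. Genes at 0 only in this library, with at least 20 counts in each of the other 3 kidney libraries, numbered 75, against 3, 4 and 3 for the others. Of these 75 genes, 29 (38.7%) were also at 0 in both ureter libraries, where genes of like expression would give 10.4. Of the 10 genes at 0 only in one of the other kidney libraries, 5 were as well. This share cannot decide on processing shared with the ureter libraries, because 10 genes are too few to compare with. Genes listed with 1 to 8 counts numbered 697 in Ahnak KO replicate 1 and 771 and 548 in the ureter libraries. The other kidney libraries had 1536, 1453 and 1422. These values go with shared processing, but the ureter is another tissue, so they do not settle it. A property of the mice in Ahnak KO replicate 1, sex included, stays open.

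With the DEGseq formula on single libraries, the pair of WT kidney libraries gave 1577 genes past the study's threshold, against 1218 to 2103 for pairs of different genotype. Differences between single libraries of a genotype may therefore give as many genes as the pairs across genotypes do. With both replicates, the split of the 4 kidney libraries by genotype gave 18 genes over 2-fold apart between every library of the sides, and the splits that mix the genotypes gave 22 and 57. All 3 splits thus gave at least as many as the split by genotype. A share under 0.05 cannot be reached with 3 splits. Strain variants linked to Ahnak are not apparent as a cause, since genes within 10 Mb of Ahnak on chromosome 19 had a median absolute log2 fold change of 0.101, against 0.115 for all genes, and held 1 of the 88 genes past the threshold where 1.51 would be placed by chance.

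Ahnak RNA was kept in the libraries labelled Ahnak KO. Reads of short Ahnak transcripts without the long exon are argued against as the main source, because the length per read implied by counts and FPKM was 0.674 times that of the WT ureter library, while a transcript of 830 nucleotides in place of 18100 would lower it far more. RNA that keeps exon 5, and a genotype label that does not match the mice sequenced, stay open and could not be tested without the reads.

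Gvin1 was at 0 in both Ahnak KO kidney libraries. A strain or sequence variant carried by the KO mice cannot be told apart from a genotype effect, because Gvin1 had 0 counts in the WT ureter library too and the ureter therefore gives no WT level to compare with. Listing of genes on or off by library irrespective of genotype stays open too, with 1 and 3 such genes in the splits that mixed the genotypes and 2 in the split by genotype. Rnf8-cmtr1 may owe its fall to reads placed on the overlapping Rnf8 and Cmtr1, since the sum of the 3 genes had a log2 fold change of -0.14, where a loss in Rnf8-cmtr1 alone would give -0.51.

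Among the largest changes in ureter were globin genes. The largest falls were Hbb-bs (at least 7558-fold), Gm12191 (log2 ratio -5.45), Hba-a2 (-9.29), Prnd (-5.43) and Pou3f3 (at least 187-fold), and the largest rises were Hbb-b1 (10.27), Klhdc7a, Hbb-bt (6.55), Mir6236 (4.41) and Pnp2 (at least 157-fold). Reads placed on one or another near-identical copy may explain the globin genes, since the sum of 4 beta globin genes differed 2.06-fold between the highest and the lowest of the 6 libraries, and the sum of the alpha globin genes 1.90-fold. The remaining genes were not tested.

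Smooth muscle genes were lower in the library labelled Ahnak KO ureter. A different share of kidney tissue is argued against, because more kidney tissue would lower urothelium genes too and these rose by a median of 0.51, of which 28 of 28 are expressed over 1 CPM in both ureter libraries. The 16 kidney tubule and podocyte genes with counts had a median of -0.0039 and went both ways. A larger share of urothelium in that library cannot be told apart from a change in gene expression, because the urothelium median of 0.51 is the observation itself and abundant genes of both lists went both ways. Among genes picked after their values were seen, Upk1a (-0.056), Upk3a (-0.018), Upk2 (0.017) and Elf3 (-1.07) did not rise with Krt8 (0.93) and Krt7 (1.01), and the smooth muscle genes Myh11 (0.24), Des (0.37) and Myocd (0.53) rose. A change in the muscle layer itself stays open. The paper's qPCR genes had log2 ratios in these libraries of 0.27 for Upk1b, 0.19 for Trp63, 1.07 for Kit, -1.07 for Cacna1d and -0.32 for Acta2. Upk1b, Trp63 and Kit thus went against the paper's qPCR, which found them reduced in Ahnak KO ureter. With the DEGseq formula, which scales by library size, Trp63 was at -0.0045, Upk1b at 0.070 and Kit at 0.95. In kidney Kit had a log2 fold change of 0.085 (standard error 0.150), where the paper's qPCR found it reduced. Acta2 had -0.088 in kidney, where the paper found no change.

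Dissociation and injury response genes had a median log2 ratio of -1.30 in the library labelled Ahnak KO ureter, with 16 of 17 lower, below all 10000 random lists. Handling of the tissue before extraction cannot be told apart from genotype, since there is 1 library per genotype. The list differed by 0.62 between the Ahnak KO kidney libraries and by 0.15 between the WT kidney libraries, so libraries of a genotype also differed, by less than in ureter.

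The other lists had these median log2 fold changes in kidney, with adjusted p from camera where the study did not choose the list. Striated muscle had -0.028 (0.961), smooth muscle 0.069 (0.274), urothelium 0.11 (0.125), kidney tubule and podocyte -0.016 (0.817), red blood cell -0.42 (0.133), adrenal cortex 0.19 (0.274), brown fat 0.18 (0.391), Y chromosome -0.98 (0.125) and dissociation and injury response 0.13 (0.689). Among lists chosen by the study on these libraries, which are not independent evidence, the kidney qPCR genes had -0.46, the ureter qPCR genes 0.021, Table S2 -0.35, Table S3 0.079 and Fig. 5N -0.16. A replicate block moved both Table S2 and the kidney qPCR genes to -0.87, while log2(FPKM + 1) moved them to -0.065 and -0.14. Single libraries moved many of the list medians. Without Ahnak KO replicate 1, the Y chromosome median was 0.018, dissociation and injury response -0.33 and smooth muscle -0.020. Striated muscle had 0.089 there and Table S2 0.46, and each of these medians was in the opposite direction. The kidney qPCR genes had -0.11 without Ahnak KO replicate 1 and -2.10 without Ahnak KO replicate 2. They had -0.22 without WT replicate 1 and -0.67 without WT replicate 2. Table S2 had -0.088 without WT replicate 1 and -0.63 without WT replicate 2. Without Ahnak KO replicate 2, striated muscle had -0.27, and the direction changed for kidney tubule and podocyte (0.17), brown fat (-0.081), Table S3 (-0.022) and the ureter qPCR genes (-0.026), while the Y chromosome and Table S2 medians fell on genes at 0 in the Ahnak KO library left and have no value. Without WT replicate 1, red blood cell genes had -0.88 and adrenal cortex 0.011. Without WT replicate 2, red blood cell genes had -0.071, urothelium 0.016, Fig. 5N -0.019, and kidney tubule and podocyte (0.15), striated muscle (0.0010) and the ureter qPCR genes (-0.039) changed direction. In the ureter comparison, red blood cell genes had -0.48, adrenal cortex 0.24, brown fat 0.12, Y chromosome 0.0011, the kidney qPCR genes -0.27, the ureter qPCR genes -0.062, Table S2 -0.22 and Table S3 -1.54, or -3.21 with genes at their limit.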
